# Global transcriptional response to carbonic anhydrase IX deficiency in the mouse stomach

**DOI:** 10.1186/1471-2164-11-397

**Published:** 2010-06-23

**Authors:** Heini Kallio, Mika Hilvo, Alejandra Rodriguez, Eeva-Helena Lappalainen, Anna-Maria Lappalainen, Seppo Parkkila

## Abstract

**Background:**

Carbonic anhydrases (CAs) are a family of enzymes that regulate pH homeostasis in various tissues. CA IX is an exceptional member of this family because in addition to the basic CA function, it has been implicated in several other physiological and pathological processes. Functions suggested for CA IX include roles in cell adhesion and malignant cell invasion. In addition, CA IX likely regulates cell proliferation and differentiation, which was demonstrated in *Car9*^-/- ^mice. These mice had gastric pit cell hyperplasia and depletion of chief cells; however, the specific molecular mechanisms behind the observed phenotypes remain unknown. Therefore, we wanted to study the effect of CA IX deficiency on whole-genome gene expression in gastric mucosa. This was done using Illumina Sentrix^®^Mouse-6 Expression BeadChip arrays. The expression of several genes with notable fold change values was confirmed by QRT-PCR.

**Results:**

CA IX deficiency caused the induction of 86 genes and repression of 46 genes in the gastric mucosa. There was 92.9% concordance between the results obtained by microarray analysis and QRT-PCR. The differentially expressed genes included those involved in developmental processes and cell differentiation. In addition, CA IX deficiency altered the expression of genes responsible for immune responses and downregulated the expression of several digestive enzymes.

**Conclusions:**

Microarray analysis identified several potential genes whose altered expression could explain the disturbed cell lineage phenotype in the *Car9*^-/- ^gastric mucosa. The results also indicated a novel role for CA IX in the regulation of immunologic processes and digestion. These findings reinforce the concept that the main role of CA IX is not the regulation of pH in the stomach mucosa. Instead, it is needed for proper function of several physiological processes.

## Background

The carbonic anhydrases (CAs) are a family of zinc-containing metalloenzymes that catalyze the reversible hydration of carbon dioxide in the reaction: CO_2 _+ H_2_O ↔ H^+ ^+ HCO_3_^-^. They participate in several physiological processes, such as acid-base balance, CO_2 _and HCO_3_^- ^transport, respiration, bone resorption, ureagenesis, gluconeogenesis, lipogenesis, production of body fluids, and fertilization [1,2]. The CA family consists of 13 active isozymes in mammals, 12 of which are expressed and function in humans [3]. The CA isozymes have diverse tissue expression patterns, characteristic subcellular localizations, as well as unique kinetic and inhibitory properties.

CA IX is a dimeric protein associated with the cell membrane [4,5]. In its mature form, CA IX is composed of an N-terminal proteoglycan (PG) domain, a CA catalytic domain, a transmembrane region, and a short intracytoplasmic tail at the C-terminus [6]. CA IX is the only member of the CA family containing a PG domain in addition to the CA domain. Consequently, CA IX has been suggested to participate in cell adhesion processes. In fact, using MDCK (Madin-Darby canine kidney) epithelial cells, it was shown that CA IX reduces E-cadherin-mediated cell-cell adhesion by interacting with β-catenin [7].

CA IX is expressed in only few normal tissues with the expression being strongest in human, rat, and mouse gastric mucosa, where it is present from the gastric pits to the deep gastric glands [8,9]. CA IX is confined to the basolateral surface of epithelial cells and is produced by all major cell types of the gastric epithelium [8]. CA IX is an exceptional member of the CA family because it is expressed in several cancers that arise from CA IX negative tissues including renal, lung, cervical, ovarian, esophageal, and breast carcinomas [6]. However, gastric cancer and premalignant lesions have shown decreased expression of CA IX [10]. In tumor tissues, CA IX is linked with the hypoxic phenotype mediated by the hypoxia-inducible transcription factor 1 (HIF-1), which binds to the hypoxia responsive element, HRE, of the *CA9 *promoter [11]. In hypoxic conditions, cancer cells are dependent mainly on anaerobic metabolism in their energy production. This anaerobic tumor metabolism generates excesses of acidic products, such as lactic acid and H^+ ^that have to be extruded from the cell interior. It has been shown that CA IX can contribute to the acidification of the hypoxic extracellular milieu, thus helping tumor cells to neutralize the intracellular pH [12]. Accordingly, CA IX overexpression often indicates poor prognosis and resistance to classical radio- and chemotherapies [13]. However, CA IX is not only confined to the hypoxic regions of the tumors, indicating that there might be some other pathways that regulate its expression. In fact, the expression of CA IX can be induced under normoxic conditions by high cell density, and this regulation is mediated by phosphatidylinositol 3-kinase (PI3K) signaling [14]. Moreover, the mitogen-activated protein kinase (MAPK) pathway is involved in the regulation of CA IX expression via control of the *CA9 *promoter by both HIF-1-dependent and -independent signals [15]. This pathway is also interrelated with the PI3K pathway and the SP1 (specificity protein 1) transcription factor.

The generation of *Car9*^-/- ^mice has revealed that in addition to pH regulation and cell adhesion, CA IX possesses other functional roles [16]. These *Car9 *knockout mice showed no abnormalities in growth, reproductive potential, and life span. However, CA IX deficiency resulted in hyperplasia of the gastric mucosa. The hyperplastic mucosa contained an increased number and proportion of the mucus-producing pit cells whereas the number and proportion of chief cells was reduced. The total number of parietal cells remained unchanged, and accordingly, CA IX-deficient mice had normal gastric pH, acid secretion, and serum gastrin levels. Thus, these findings demonstrate that CA IX contributes to the control of differentiation and proliferation of epithelial cell lineages in the gastric mucosa. A previous study examined whether the effects of CA IX deficiency could be modified by a high-salt diet, a known co-factor of carcinogenesis [17]. These results showed that the high-salt diet slightly increased the glandular atrophy in the body mucosa in *Car9*^-/- ^C57BL/6 mice, whereas this effect was not observed in BALB/c mice. However, no metaplastic or dysplastic abnormalities were seen in the gastrointestinal epithelium of CA IX-deficient C57BL/6 mice. Thus, these observations suggest that CA IX deficiency alone may not be a significant carcinogenic factor but could initiate a carcinogenic process by affecting cell proliferation and/or differentiation in the gastric mucosa.

This study was designed to better understand the hyperplastic phenotype of the stomach mucosa of *Car9*^-/- ^mice because the molecular mechanisms behind it are currently unknown. In addition, we wanted to more specifically elucidate the functional roles of CA IX, as there is a growing body of evidence showing that they extend far beyond pH regulation. For this purpose, a genome-wide expression analysis was performed. Microarray data analysis revealed several genes whose expression was changed due to *Car9 *gene disruption in the gastric mucosa.

## Results

### Transcriptional response to Car9 deficiency in the stomach wall

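Car9, which encodes the membrane-bound carbonic anhydrase CA IX, was lower in each of the 6 Car9-/- stomachs than in any of the 6 wild-type stomachs. At probe 2340128 its log2 signal was 7.96 ± 0.15 (SD, n = 6) in Car9-/- mice and 9.63 ± 0.13 (SD, n = 6) in wild-type mice. This is a log2 fold change of -1.67 (standard error 0.08, adjusted p = 3.8e-07 from limma). Another probe of the gene, 50278, had a log2 fold change of -1.18 (standard error 0.13, adjusted p = 9.7e-04 from limma). Both were still detected on all 12 arrays, and whether they lie in the deleted part of the gene is not known from the files. The Car9-/- mice were 10 to 12 months old and the wild-type mice 8 to 12 months, with 3 males and 3 females per genotype. Xist and Y-linked genes matched the sex on the label for 12 of 12 arrays. Total stomach RNA of each mouse was hybridized, without pooling, to 1 Illumina Mouse-6 array with 46643 probes. The authors deposited the BeadStudio signal of each probe on a linear scale with its detection p, and also their quantile-normalized log2 values. Here the signals were quantile-normalized between the 12 arrays on the log2 scale. Genotypes were compared with limma at the 20751 probes with a detection p under 0.01 on at least 3 arrays, and p-values were adjusted by the Benjamini-Hochberg method. Median signals were 75.6 to 89.6 on wild-type arrays and 83.3 to 101.4 on Car9-/- arrays, and 18141 to 20276 probes were detected per array. The number of mice limits the precision, and arrays of the same design were simulated with probes independent of each other. In these, 53 of 57 probes with a log2 change of 1 were called, and 48 of 80 with a change of 0.5.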

Stomach RNA from 6 *Car9*^-/- ^mice and 6 wild-type mice was analyzed by microarray. The analysis revealed 86 upregulated genes and 46 downregulated genes, using a fold change cut-off of ± 1.4 for up- and downregulated expression, respectively (See additional file 1: List of genes differentially expressed in the stomach of *Car9*^-/- ^mice). This cut-off value has been proposed as an adequate level above which there is a high correlation between microarray and QRT-PCR data, regardless of other factors such as spot intensity and cycle threshold [18]. 

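The stomachs of Car9-/- mice differed from those of wild-type mice at 2197 probes, of which 1108 were higher and 1089 lower at an adjusted p under 0.05 from limma. Changes of at least 1.4-fold were found at 467 of the higher and 481 of the lower probes. At 942 probes all 6 Car9-/- values lay on 1 side of all 6 wild-type values, which is 4.54% of the probes tested against the 0.216% that chance gives. Of the called probes, 336 carry no gene name. The paper's own steps remove the 99.4% of probes with the lowest SD over the 12 arrays before the fold change is read, and leave 280 probes. Of these, 106 were higher and 61 lower by at least 1.4-fold in Car9-/- mice, and all 132 probes of Additional file 1 were among the 280. The count of higher probes fell to 47 without Car9-/- mouse 3, to 45 without Car9-/- mouse 4 and to 66 without wild-type mouse 5. Adjusted over all tested probes, 12 of the Additional file 1 probes rose and 18 fell, out of 129 bright enough to be tested. These were chosen for their spread over the same arrays and are not independent evidence. The mean level of the exocrine pancreas genes was highest in wild-type mice 4 and 6, and 17 of the 28 tested had their 2 highest values there. Without these 2 mice, 457 probes were higher and 506 lower, and 871 of them were among the 2197. With the level of the exocrine pancreas genes in each mouse as a covariate, 34 probes were higher and 15 lower. That level was lower in every Car9-/- mouse (at most -0.42) than in any wild-type mouse (at least -0.37), and it holds called genes such as Prss1. Here and below, calls lost with this covariate therefore do not show that pancreatic tissue caused the change, as level and genotype cannot be separated. Scaling each array to its median in place of quantile normalization gave 3585 higher and 426 lower probes. Leaving out 1 mouse gave 1204 (Car9-/- mouse 4), 1251 (Car9-/- mouse 1), 1359 (Car9-/- mouse 2), 1362 (wild-type mouse 4), 1461 (wild-type mouse 5) or 3360 (Car9-/- mouse 5) called probes, and between these values for the other 6 mice.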

The fold changes ranged from 10.46 to -12.14. 

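Cym, which encodes the milk-clotting protease chymosin, had the largest rise of any named gene. It was 10.4-fold higher in Car9-/- stomach (log2 fold change 3.38, standard error 0.38, n = 6 mice per genotype, adjusted p = 0.0011 from limma; 4.30 with neqc, which subtracts background) and was detected on 4 of the 6 wild-type arrays. U46068 rose 5.96-fold (log2 fold change 2.57, standard error 0.60, adjusted p = 0.0196 from limma; 1.69 without wild-type mice 4 and 6) and lay above every wild-type mouse in 5 of the 6 Car9-/- mice. Tm4sf5, a membrane protein with 4 transmembrane spans, rose 4.25-fold (log2 fold change 2.09, standard error 0.23), 9130204L05Rik 4.17-fold (2.06, standard error 0.17) and Aldh1a3, an enzyme that makes retinoic acid, 3.79-fold (1.92, standard error 0.15). Each of these 3 genes was higher in all 6 Car9-/- mice than in any wild-type mouse, and the call of each was kept under every alternative setting run. At the other end, Try4, a trypsin, was 12.1-fold lower in Car9-/- mice (log2 fold change -3.60, standard error 0.55, adjusted p = 0.0045 from limma). A probe with no gene name, 104060685, was detected on all 6 Car9-/- arrays and on none of the wild-type arrays, at least 56.1-fold higher. It was chosen after its values were seen. Once the exocrine pancreas level was a covariate, U46068 no longer passed limma's test because its log2 fold change fell to 1.09 (standard error 0.41, adjusted p = 0.21; 1.23, standard error 0.34 and adjusted p = 0.069 with the adipose tissue level), nor did Try4, itself part of that level, whose change was smaller and standard error larger (log2 fold change -2.83, standard error 0.64, adjusted p = 0.073).

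**Figure D1:**
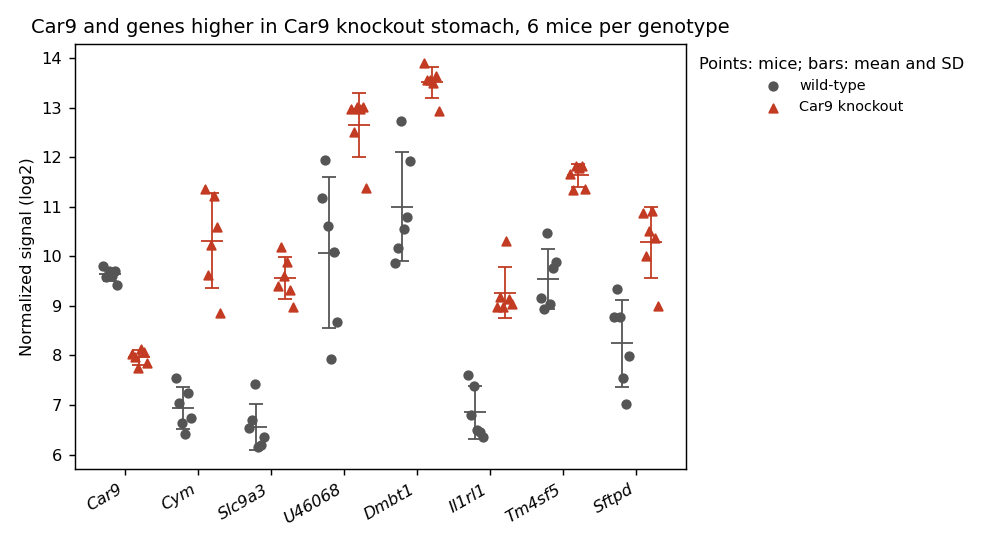
Normalized signal (log2) of Car9 and of 7 genes that rose in Car9-/- stomach, with 1 point per mouse for 6 wild-type mice (circles) and 6 Car9-/- mice (triangles) and bars for mean and SD. Cym lies between 8.86 and 11.35 in the Car9-/- mice and between 6.40 and 7.55 in the wild-type mice.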

Herein, a list of genes using a cut-off value of ± 2.5-fold is shown (Tables 1 and 2). When using these criteria, all the genes with significantly (p < 0.05) altered expression are displayed, that is, 14 genes with induced expression and 21 genes with repressed expression. 

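Genes with the largest falls in Car9-/- stomach, beside the digestive enzymes, had varied functions. Gdf9, a growth factor known from the oocyte, was 7.01-fold lower (log2 fold change -2.81, standard error 0.56, n = 6 mice per genotype, adjusted p = 0.0108 from limma). Gm12888 was 7.13-fold lower (log2 fold change -2.83, standard error 0.68, adjusted p = 0.0214 from limma). Sostdc1, a secreted antagonist of BMP and Wnt signalling, fell 4.15-fold (log2 fold change -2.05, standard error 0.39, adjusted p = 0.0093) and Mug1, a murinoglobulin that inhibits proteases, 4.29-fold (-2.10, standard error 0.56, adjusted p = 0.032), and both were detected on 5 of the 6 Car9-/- arrays. Another probe of Mug1 also fell, by 0.64 on the log2 scale (adjusted p = 0.0291). 1810007D17Rik fell 3.84-fold (log2 fold change -1.94, standard error 0.57, adjusted p = 0.047; -2.81 with neqc) and was detected on 3 of the 6 Car9-/- arrays. At the paper's thresholds of 2.5-fold and an unadjusted p under 0.05, after its SD filter, 16 probes were higher and 25 lower. Additional file 1 lists 39 probes with the paper's own p under 0.05, 15 higher and 24 lower. Adjusted over all tested probes, 30 of them passed and 9 did not. None of the 5 genes passed with the exocrine pancreas level as a covariate in limma's test (adjusted p from 0.115 for Sostdc1 to 0.418 for 1810007D17Rik), since the changes were smaller and the standard errors larger: -2.39 for Gdf9 (standard error 0.72), -2.16 for Gm12888 (0.85), -1.77 for Sostdc1 (0.50), -1.78 for Mug1 (0.73) and -1.14 for 1810007D17Rik (0.66). The same held with the adipose tissue level (adjusted p from 0.0519 for Sostdc1 to 0.288 for 1810007D17Rik, whose log2 fold change was -1.24, standard error 0.63), and without wild-type mice 4 and 6 together Gm12888 (-2.67, adjusted p = 0.086), Mug1 (-2.06, 0.104) and 1810007D17Rik (-1.57, 0.185) did not pass, nor Gdf9 (0.053) and Gm12888 (0.073) with the replicate block. The replicate numbers do not pair the mice (1 of 6 correlations was above 0.1), so calls lost with this block, here and below, say little about the genes. The call was lost without Car9-/- mouse 4 for Gm12888 (adjusted p = 0.0526), without Car9-/- mouse 1, 2 or 4 or wild-type mouse 4, 5 or 6 for Mug1 (0.0567 to 0.0754), and without Car9-/- mouse 1, 2, 3 or 4 or wild-type mouse 4, 5 or 6 for 1810007D17Rik (0.0793 to 0.107).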

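Within the 24 functional categories of Additional file 2, the genes that passed the test after adjustment over all tested probes were few. The categories hold 62 different genes, of which 60 were tested, and 5 rose, 10 fell and 45 did not pass at an adjusted p under 0.05 from limma. Of 21 tested genes of hydrolase activity, 4 fell in Car9-/- stomach: Blm, a DNA helicase, Amy2a5, an amylase, the trypsin gene Try4, and Gm12888. Try4 was also the 1 gene of 14 under proteolysis and of 13 under peptidase activity that fell. Of 13 genes of structural molecule activity, 1 rose, the junction gene Pkp4. Of 9 genes of immune system process, Il1rl1, a receptor of the interleukin-1 family, and Sftpd, a lectin of innate immunity, rose and Blm fell. Keratinization had 8 tested genes, of which 8 did not pass limma's test and 1 had an unadjusted p under 0.05. In 8 of the 24 categories no gene passed. The study picked these genes for their change in the same mice, so the counts are not independent evidence of a direction.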

The list of all the regulated genes was functionally annotated (see additional file 2: Functional annotation of genes regulated in the stomach of *Car9 *knockout mice), showing enrichment of hydrolase activity, developmental processes, cell differentiation, proteolysis, peptidase activity, structural molecule activity, and immune system process, among others. The functional annotation categories and gene numbers in each category are shown in Table 3.

**Table 1:** Genes with upregulated expression using a cut-off value of 2.5-fold.

Gene symbol	Description	GenBank number	FC	QRT-PCR
Cym	chymosin	NM_001111143	10.46	19.66

Slc9a3	solute carrier family 9 (sodium/hydrogen exchanger), member 3	NM_001081060	8.07	10.72

U46068	cDNA sequence U46068, transcript variant 2	NM_153418	5.95	

Dmbt1	deleted in malignant brain tumors 1	NM_007769	5.68	5.29

Il1rl1	interleukin 1 receptor-like 1, transcript variant 2	NM_010743	5.38	8.95

Tm4sf5	transmembrane 4 superfamily member 5	NM_029360	4.26	

9130204L05Rik	RIKEN cDNA 9130204L05 gene	NM_001101461	4.19	

Sftpd	surfactant associated protein D	NM_009160	4.11	3.69

Nccrp1	non-specific cytotoxic cell receptor protein 1 homolog (zebrafish)	NM_001081115	3.81	

Pkp4	plakophilin 4, transcript variant 1	NM_026361	3.54	1.09

Sprr2d	small proline-rich protein 2D	NM_011470	3.46	

Gm14446	predicted gene 14446, transcript variant 2	NM_001101605	3.45	

Sprr3	small proline-rich protein 3	NM_011478	3.39	

Sprr2i	small proline-rich protein 2I	NM_011475	3.31	

Sprr1a	small proline-rich protein 1A	NM_009264	3.30	

Ivl	involucrin	NM_008412	3.08	

Serpinb12	serine (or cysteine) peptidase inhibitor, clade B (ovalbumin), member 12	NM_027971	3.02	

Krt10	keratin 10	NM_010660	3.01	

Gm94	predicted gene 94	NM_001033280	2.94	

Krt13	keratin 13	NM_010662	2.94	

Gsdmc2	gasdermin C2, transcript variant 2	NM_177912	2.88	

Lor	loricrin	NM_008508	2.84	

Dmkn	dermokine, transcript variant 2	NM_172899	2.78	

Ly6d	lymphocyte antigen 6 complex, locus D	NM_010742	2.69	

Krt1	keratin 1	NM_008473	2.52	

**Table 2:** Genes with downregulated expression using a cut-off value of -2.5-fold.

Gene symbol	Description	GenBank number	FC	QRT-PCR
Try4	trypsin 4	NM_011646	-12.14	

Prss1	protease, serine, 1 (trypsin 1)	NM_053243	-10.57	

Amy2a5	amylase 2a5, pancreatic	NM_001042711	-9.85	

Cela2a	chymotrypsin-like elastase family, member 2A	NM_007919	-7.59	-16.23

Gm12888	predicted gene 12888	NM_001033791	-7.12	

Gdf9	growth differentiation factor 9	NM_008110	-7.04	

Blm	bloom syndrome homolog (human), transcript variant 1	NM_007550	-6.27	

Pnlip	pancreatic lipase	NM_026925	-6.23	-23.88

Cfd	complement factor D (adipsin)	NM_013459	-5.35	-27.45

Ctrb1	chymotrypsinogen B1	NM_025583	-5.00	

Mug1	murinoglobulin 1	NM_008645	-4.30	

Sostdc1	sclerostin domain containing 1	NM_025312	-4.17	

Tmed6	transmembrane emp24 protein transport domain containing 6	NM_025458	-4.07	

Cpa1	carboxypeptidase A1	NM_025350	-3.95	

Slc27a2	solute carrier family 27 (fatty acid transporter), member 2	NM_011978	-3.80	

Adipoq	adiponectin, C1Q and collagen domain containing	NM_009605	-3.74	-20.51

Car3	carbonic anhydrase 3	NM_007606	-3.72	-15.39

Egf	epidermal growth factor	NM_010113	-3.68	-3.71

Abpg	androgen binding protein gamma	NM_178308	-3.67	

Slc38a5	solute carrier family 38, member 5	NM_172479	-3.64	

Chia	chitinase, acidic	NM_023186	-3.52	

LOC638418	PREDICTED: similar to Ela3 protein	XM_914439	-3.48	

LOC100043836	PREDICTED: similar to lacrimal androgen-binding protein delta, transcript variant 1	XM_001481113	-3.41	

EG640530	PREDICTED: predicted gene, EG640530	XM_917532	-3.37	

Nrn1	neuritin 1	NM_153529	-3.36	

Cela3b	chymotrypsin-like elastase family, member 3B	NM_026419	-3.32	-75.74

Spink3	serine peptidase inhibitor, Kazal type 3	NM_009258	-3.32	

Scd1	stearoyl-Coenzyme A desaturase 1	NM_009127	-3.27	

Ctrl	chymotrypsin-like	NM_023182	-3.19	

Gper	G protein-coupled estrogen receptor 1	NM_029771	-2.96	

Sycn	syncollin	NM_026716	-2.91	

Bhlha15	basic helix-loop-helix family, member a15	NM_010800	-2.77	

Cpb1	carboxypeptidase B1 (tissue)	NM_029706	-2.73	-18.22

Slc5a8	solute carrier family 5 (iodide transporter), member 8	NM_145423	-2.68	

Cyp2e1	cytochrome P450, family 2, subfamily e, polypeptide 1	NM_021282	-2.65	

Zg16	zymogen granule protein 16	NM_026918	-2.57	

**Table 3:** The functional annotation categories for the genes regulated by CA IX deficiency.

Functional category	Total regulated genes	Upregulated genes	Downregulated genes
Developmental processes*	20	13	7

Keratinization and keratinocyte differentiation	8	8	0

Structural molecule activity	13	13	0

Embryo implantation, female pregnancy, and menstrual cycle	3	3	0

Rhythmic process	4	3	1

Multi-organism process	5	5	0

Cell differentiation	16	12	4

Serine-type endopeptidase activity, serine hydrolase activity, and serine-type peptidase activity	9	3	6

Proteolysis	15	6	9

Peptidase activity	14	5	9

Endopeptidase activity	10	4	6

Trypsin and chymotrypsin activity	4	1	3

Hydrolase activity	22	8	14

Structural constituent of cytoskeleton	5	5	0

Cell communication	4	4	0

Metallocarboxypeptidase activity, carboxypeptidase activity, and metalloexopeptidase activity	3	0	3

Serine-type endopeptidase inhibitor activity, endopeptidase inhibitor activity, and protease inhibitor activity	4	2	2

Taxis and chemotaxis	4	3	1

Response to external stimulus	7	4	3

Immune system process	10	5	5

Defense response	7	5	2

Positive regulation of cell differentiation	3	2	1

PPAR signaling pathway	3	0	3

Leukocyte migration	3	2	1

*A representative category for the following overlapping categories: epidermis morphogenesis, tissue morphogenesis, epidermis development, ectoderm development, tissue development, organ development, anatomical structure development, anatomical structure morphogenesis, cellular developmental process, multicellular organismal development, and epidermal cell differentiation.

### Confirmation of microarray results by QRT-PCR

Changes in the expression levels of selected genes were confirmed, and microarray results were validated by QRT-PCR using the same RNA samples as those used for the microarray. Fourteen genes with notable fold change values were selected for validation based on the results of functional annotation. The selected genes involved representatives from different functional categories. Thirteen (92.9%) out of 14 genes showed concordant results between microarray analysis and QRT-PCR (Tables 1 and 2, Figure 1). 

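On the arrays, the 5 genes measured by QRT-PCR as induced, Cym, Slc9a3, Il1rl1, Dmbt1 and Sftpd, and Pkp4, which the paper gives as unchanged by QRT-PCR (1.09-fold), all rose in Car9-/- stomach, from 3.53-fold for Pkp4 to 10.4-fold for Cym (n = 6 mice per genotype, adjusted p under 0.05 from limma). Of the 8 measured as repressed, the growth factor gene Egf fell. The other 7 were lower in the mean without passing the test: the pancreatic enzyme genes Cela2a, Cpb1, Cela3b and Pnlip and the fat cell genes Adipoq, Cfd and Car3. Adipoq, which encodes the hormone adiponectin, had a log2 fold change of -1.90 (standard error 0.83, adjusted p = 0.16 from limma), Cfd, the protease adipsin, of -2.42 (standard error 1.09, adjusted p = 0.17 from limma), and Car3, a cytosolic carbonic anhydrase, of -1.89 (standard error 0.83, adjusted p = 0.16 from limma). In all 14 genes the sign was that of the paper's QRT-PCR fold change, which for Pkp4 lies close to 1. The paper's QRT-PCR fold change was larger than the array's in 8 of the 8 lower genes and in 3 of the 6 higher genes. For Egf the 2 differed by 0.016 on the log2 scale. The 2 measures are not alike: the array's is a difference of mean log2 signals. The paper's QRT-PCR values come from copy numbers, and how its fold changes were averaged is not stated. Across the 14 genes, which are not independent replicates, log2 fold changes by the 2 methods had a Pearson's r of 0.952 (permutation test, p = 1e-05, the smallest it can give; adjusted over 2 relations 2e-05) and a Spearman's rho of 0.820 (p = 5.8e-04 for both). Without the 2 genes farthest from the median array value, r was 0.928. The relation rests on the 2 directions: within the 8 lower genes r was 0.00446 (rho 0.0476, exact permutation tests, p = 0.991 and 0.935) and within the 6 higher genes 0.916 (rho 0.943, exact permutation tests, p = 0.00972 and 0.0167, adjusted over 4 relations 0.0333 for each). Of the QRT-PCR reference genes, Actb had a log2 fold change of 0.28 (standard error 0.13, adjusted p = 0.19 from limma). This was 0.38 with array weights (adjusted p = 0.038) and 0.05 with the pancreas level as a covariate. The other tested probes of Actb had log2 fold changes of -0.23, -0.61, -0.007 and -0.19 (adjusted p from 0.41 to 0.99 from limma). Hprt had 0.15 (standard error 0.10, adjusted p = 0.38), and Sdha was detected on no array. With the exocrine pancreas level of each mouse as a covariate, 8 of the 14 genes kept the sign, and with the adipose tissue level 9. Cela2a, Cpb1, Cela3b and Pnlip, which are part of the first level, turned with it, as did Adipoq (0.09) and Car3 (0.17), which are not, and Adipoq, Cfd and Car3, part of the other level, turned with that, as did Cpb1 (0.20) and Cela3b (0.30), which are not. When wild-type mice 4 and 6 were both left out, Adipoq had -0.67, Car3 -0.62, Cfd -1.07 and Cpb1 -0.06.

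**Figure D2:**
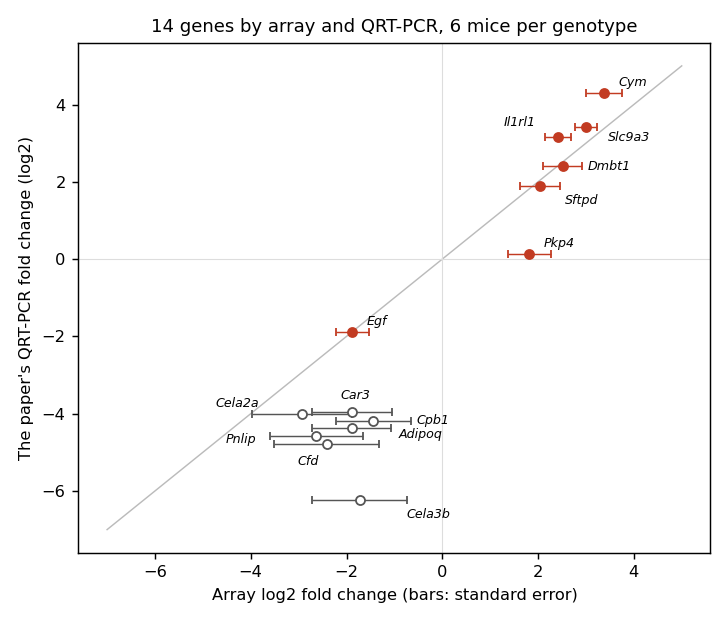
Log2 fold change of Car9-/- against wild-type stomach for 14 genes, on the arrays (horizontal, bars for standard errors, n = 6 mice per genotype) and by the paper's QRT-PCR (vertical, log2); filled points passed at an adjusted p under 0.05 from limma and the diagonal marks equal values. The 8 lower genes lie below the diagonal, from Egf to Cela3b at a QRT-PCR value of -6.24.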

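Pkp4 encodes plakophilin 4, a protein of cell junctions. At probe 106940451, the one of Additional file 1, its log2 signal was 10.23 ± 1.20 (SD, n = 6) in Car9-/- mice and 8.41 ± 0.26 (SD, n = 6) in wild-type mice, and every Car9-/- mouse lay above every wild-type mouse. The log2 fold change was 1.82 (standard error 0.45, adjusted p = 0.0237 from limma). At 4 other tested probes of Pkp4 the log2 fold changes were 0.03, 0.01, -0.11 and -0.06, with adjusted p from 0.608 to 0.939 from limma. The call at the first probe was lost without Car9-/- mouse 2 (adjusted p = 0.0547) or 4 (0.0579) or wild-type mouse 4 (0.0533), and with the exocrine pancreas level as a covariate, where the log2 fold change was smaller, 1.48, and the standard error larger, 0.57 (adjusted p = 0.22). It was also lost with the adipose tissue level as a covariate (1.70, standard error 0.56, adjusted p = 0.113), without wild-type mice 4 and 6 together (1.75, standard error 0.53, adjusted p = 0.088) and with the replicate number as a block (0.073).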

The sole discrepant result was *Pkp4*, which was upregulated according to the microarray and did not change according to the QRT-PCR (1.09-fold).

**Figure 1:**
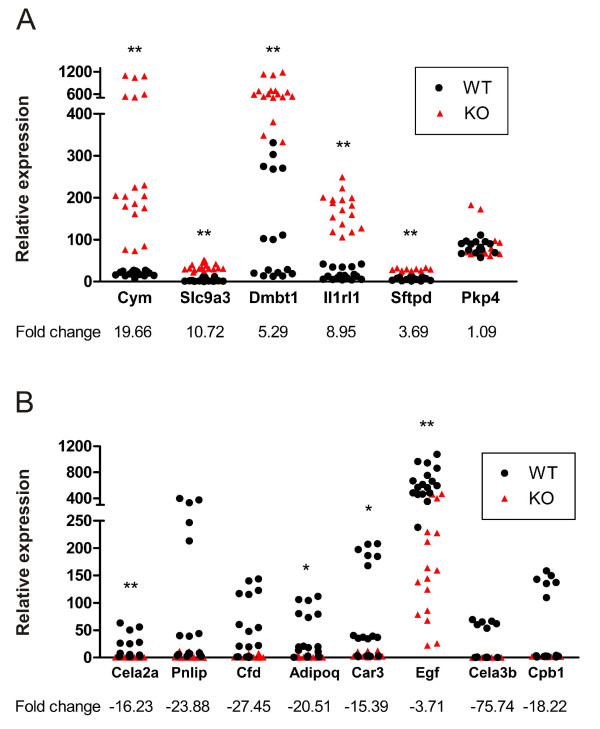
**Verification of microarray data from Car9^-/- ^mice by QRT-PCR**. The expression of various transcripts in 6 *Car9*^-/- ^mice was compared to that in 6 wild-type controls. The normalized values of triplicate experiments are shown. A, QRT-PCR analysis of 6 genes with induced expression. B, QRT-PCR evaluation of 8 genes with repressed expression. Statistically significant differences relative to wild-type mice were determined. *p < 0.05; **p < 0.01.

## Discussion

A previous study showed a hyperplastic phenotype of gastric body mucosa in *Car9*^-/- ^mice [16]. CA IX deficiency led to overproduction of gastric pit cells and reduction of chief cells. Quite surprisingly, the gastric pH of CA IX-deficient mice remained unaltered. Based on these observations, it can be concluded that the main role of CA IX in the stomach mucosa is not related to pH regulation but it is required for normal gastric morphogenesis and homeostasis within the gastric mucosa. In this paper, we report alterations in mRNA expression that might contribute to the phenotypic changes reported in the stomach of *Car9*-deficient mice. However, one must take into consideration that some of these changes can merely reflect differences in the relative proportions of various cell types within the gastric mucosa.

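Of 7 tested genes of the chief cell list, the transcription factor gene Bhlha15 and Rab26, a small GTPase of secretory granules, fell in Car9-/- stomach, none rose and 5 did not pass (3 lower when adjusted over the list alone). Rab26 had a log2 fold change of -0.74 (standard error 0.15, n = 6 mice per genotype, adjusted p = 0.0121 from limma; -1.28 with neqc) and was detected on 3 of the 6 Car9-/- arrays; another of its probes had -0.28 (adjusted p = 0.077). Cblif, which encodes gastric intrinsic factor, had a log2 fold change of -0.36 (standard error 0.12, adjusted p = 0.069), Pgc, pepsinogen C, of -0.11 (standard error 0.06, adjusted p = 0.27) and Chia, a chitinase, of -1.82 (standard error 0.76, adjusted p = 0.14). The list had a median log2 fold change of -0.36 and an adjusted p of 0.060 from fry, which asks whether a list's genes move on balance in 1 direction; 2 of its genes are in Additional file 1. Of 8 tested genes of the surface pit cell list, the mucin gene Muc1 rose, with a log2 fold change of 0.42 (standard error 0.08, adjusted p = 0.0107 from limma). Its 2 other probes had log2 fold changes of 0.75 and 0.48 (adjusted p = 0.063 and 0.054). Muc5ac, the secreted surface mucin, had at its probe of Additional file 1 a log2 fold change of 0.88 (standard error 0.55, adjusted p = 0.32), with 0.43 at a brighter probe that passed (adjusted p = 0.0193). The remaining tested probes of Muc5ac had log2 fold changes of -0.10 (adjusted p = 0.17) and 0.10 (adjusted p = 0.58). Tff1, a trefoil peptide, had a log2 fold change of -0.04 (standard error 0.05, adjusted p = 0.63). Tff1 was among the 4 brightest probes and Pgc among the 62 brightest on each of the 12 arrays, near the top of the scale, so their small values do not show that the genes did not change. Adjusted over the list alone, 2 pit cell genes were higher and 1 lower; the median was -0.01, the mean 0.16 and the adjusted p from fry 0.65. The chief cell list passed without Car9-/- mouse 5 (adjusted p = 0.0071 from fry) or wild-type mouse 3 (0.046), and Muc5ac passed without Car9-/- mouse 5 (log2 fold change 1.41, adjusted p = 0.0122 from limma), as did Cblif without that mouse (-0.42, adjusted p = 0.0253) or wild-type mouse 3 (-0.43, adjusted p = 0.0264). With the exocrine pancreas level as a covariate, Rab26 (log2 fold change -0.60, standard error 0.19, adjusted p = 0.149) and Muc1 (0.30, standard error 0.10, adjusted p = 0.151) did not pass, with smaller changes and larger standard errors, and Cblif had -0.23 (adjusted p = 0.46). Rab26 and Muc1 also did not pass with the adipose tissue level (adjusted p = 0.071 and 0.076) or the replicate number as a block (0.066 and 0.051), nor Muc1 without wild-type mice 4 and 6 together (0.053), while the chief cell list (0.0104 from fry) and Cblif (0.0146 from limma) passed with array weights. Chia had -1.11 without Car9-/- mouse 1.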

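Genes of the acid-secreting parietal cell fell in Car9-/- stomach. Of 16 tested, 6 fell, none rose and 10 did not pass (8 lower when adjusted over the list alone), with a median log2 fold change of -0.43 and an adjusted p of 0.0256 from fry; none of the 16 is in Additional file 1. Against other genes, the list had an adjusted p of 4.1e-04 from camera with its preset correlation, and an adjusted p = 0.59 with an estimated correlation. The chloride transporter gene Slc26a9 had a log2 fold change of -0.89 (standard error 0.17, adjusted p = 0.0084 from limma), the anion exchanger gene Slc4a2 of -0.76 (standard error 0.17, adjusted p = 0.0181), the potassium channel gene Kcnj16 of -0.79 (standard error 0.18, adjusted p = 0.0171) and Ckb, a creatine kinase, of -0.47 (standard error 0.10, adjusted p = 0.0118). The 2 subunits of the proton pump did not pass: Atp4a had a log2 fold change of -0.34 (adjusted p = 0.14; 0.0380 without Car9-/- mouse 6, but a log2 fold change of -0.14 with the pancreas and -0.20 with the adipose tissue level as a covariate) and Atp4b of -0.03 (adjusted p = 0.73), the latter among the 4 brightest probes on each array, where a change shows poorly. Of 10 tested genes of endocrine cells, 3 fell and none rose (3 lower when adjusted over the list alone): Sst, the hormone somatostatin, with a log2 fold change of -0.98 (adjusted p = 0.0141), Chga, chromogranin A, with -0.81 (adjusted p = 0.034), and Hdc, the enzyme that makes histamine, with -0.71 (adjusted p = 0.041). Ghrl, which encodes ghrelin and was among the 64 brightest probes on each array, had a log2 fold change of -0.12 (adjusted p = 0.30), with -0.58 at a dimmer probe that passed (adjusted p = 0.0277), and the gastrin gene Gast was detected on 2 arrays per genotype. The endocrine median was -0.31, with an adjusted p of 0.0256 from fry and 0.156 from camera, and an adjusted p = 0.59 with an estimated correlation. Leaving out Car9-/- mouse 3 or wild-type mouse 1 or 5 took both lists above 0.05 by fry (parietal 0.0547 to 0.0587, endocrine 0.0557 to 0.0708), as did Car9-/- mouse 4 for the parietal list (0.0569) and wild-type mouse 2 for the endocrine list (0.0545). Chga did not pass without Car9-/- mouse 1, 2 or 4 or wild-type mouse 1, 2, 4 or 5 (adjusted p from 0.0567 to 0.0803), nor Hdc without Car9-/- mouse 1, 2, 3 or 5 or wild-type mouse 1, 2, 4 or 5 (0.0530 to 0.0842). With the exocrine pancreas level as a covariate, the adjusted p from fry was 0.18 for the parietal and 0.31 for the endocrine list, and Slc26a9 (-0.86, standard error 0.22, adjusted p = 0.094), Slc4a2 (-0.82, 0.23, 0.113), Kcnj16 (-0.75, 0.24, 0.142), Ckb (-0.48, 0.13, 0.103), Sst (-0.77, 0.26, 0.169), Chga (-0.60, 0.27, 0.299) and Hdc (-0.66, 0.27, 0.236) did not pass, with larger standard errors throughout. Both lists also lost their calls by fry with median scaling (0.077 for each), the adipose tissue level (0.15 and 0.20), the replicate block (0.127 and 0.088) and without wild-type mice 4 and 6 together (0.083 and 0.055), and the endocrine list with sex as a covariate (0.070). With the adipose tissue level all 7 genes but Slc26a9 did not pass (0.0538 to 0.131), and with the block none did (0.0501 to 0.125), while Sst (0.063) and Chga (0.081) did not without these 2 mice, nor Chga (0.076) and Hdc (0.119) with median scaling.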

As expected, the *Car9*^-/- ^phenotype changed the expression of genes involved in developmental processes and cell differentiation. 

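Of the 19 tested genes that the paper groups under developmental processes, 2 rose in Car9-/- stomach and 5 fell at an adjusted p under 0.05 from limma, and 12 did not pass. Those that rose were Dmbt1, a scavenger receptor of epithelia, and Sftpd, surfactant protein D. The genes that fell were Bhlha15, Egf, Sostdc1, Blm and Nrn1, which encodes neuritin, a protein of neurite outgrowth. Nrn1 had a log2 fold change of -1.75 (standard error 0.49, n = 6 mice per genotype, adjusted p = 0.0397 from limma); it was chosen after its values were seen. Among 15 tested genes of cell differentiation, Dmbt1 rose and Bhlha15, Nrn1 and Blm fell. Both groups were put together by the study from genes that changed in these mice and are not independent evidence of a direction. Nrn1 did not pass without Car9-/- mouse 1, 2, 4 or 6 or wild-type mouse 1, 2, 4 or 5 (adjusted p from 0.0566 to 0.0863), nor with the exocrine pancreas level as a covariate (log2 fold change -1.63, a larger standard error of 0.65, adjusted p = 0.23), the adipose tissue level (-2.02, 0.087), the replicate block (0.118), median scaling (0.0517), all probes tested (0.0663) or without wild-type mice 4 and 6 together (-1.80, 0.091).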

The depletion of chief cells in *Car9*^-/- ^gastric mucosa may be explained by the significant downregulation of the *basic helix-loop-helix family, member a15/Mist1 *(*Bhlha15*) gene, which is a class B basic helix-loop-helix (bHLH) transcription factor that exhibits acinar cell-specific expression [19]. 

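Bhlha15 was 2.76-fold lower in Car9-/- stomach at the probe of Additional file 1, with a log2 signal of 9.13 ± 0.97 (SD, n = 6) in Car9-/- mice and 10.59 ± 0.56 (SD, n = 6) in wild-type mice. The log2 fold change was -1.46 (standard error 0.41, adjusted p = 0.0392 from limma), and 5 of the 6 Car9-/- mice lay below every wild-type mouse. Another probe of Bhlha15 fell by 1.23 on the log2 scale (standard error 0.31, adjusted p = 0.0270 from limma), and the remaining tested probe had a log2 fold change of -0.08 (adjusted p = 0.58). At the first probe the call was lost without Car9-/- mouse 1, 2, 3 or 4 or wild-type mouse 1, 2, 4 or 5 (adjusted p from 0.0572 to 0.0898), and with the exocrine pancreas level (log2 fold change -1.25, standard error 0.54, adjusted p = 0.26) or the adipose tissue level (-1.55, standard error 0.52, adjusted p = 0.12) of each mouse as a covariate; both made the standard error larger, and the first the change smaller. It was also lost with median scaling (0.0535), all probes tested (0.0656), the replicate block (0.121) and without wild-type mice 4 and 6 together (-1.45, standard error 0.45, adjusted p = 0.091).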

Mist1 gene expression is observed in a wide array of tissues with serous type secretion including the pancreas, salivary glands, chief cells of the stomach, Paneth cells of the small intestine, seminal vesicles, and lacrimal glands [20]. The deletion of *Mist1 *blocks normal mucous neck cell redifferentiation into zymogenic chief cells as all basal zymogen-secreting cells in *Mist1*^-/- ^mice show multiple structural defects [21].

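Egf was 3.67-fold lower in Car9-/- stomach, with a log2 signal of 8.14 ± 0.77 (SD, n = 6) in Car9-/- mice and 10.01 ± 0.55 (SD, n = 6) in wild-type mice. Every Car9-/- mouse lay below every wild-type mouse, and the log2 fold change was -1.88 (standard error 0.34, adjusted p = 0.0084 from limma). Another probe of Egf had a log2 fold change of -0.09 (adjusted p = 0.54). Among 6 tested genes of the EGF family and its receptors, 1 fell and 1 rose, both over all probes and when adjusted over the list alone. The gene that rose was Btc, which encodes betacellulin, another ligand of the EGF receptor, with a log2 fold change of 0.59 (standard error 0.11, adjusted p = 0.0084 from limma). The receptor gene Egfr had a log2 fold change of 0.32 (standard error 0.13, adjusted p = 0.12), with 0.48 at another of its 4 probes (adjusted p = 0.0314), and Hbegf, a further ligand, of 0.38 (standard error 0.17, adjusted p = 0.17). The list had a median of 0.35, a mean of 0.04 and an adjusted p of 0.092 from fry, which fell to 0.0275 without wild-type mouse 3, 0.0476 with median scaling and 0.0320 with array weights. Egf (log2 fold change -1.86, standard error 0.46, adjusted p = 0.089) and Btc (0.48, standard error 0.14, adjusted p = 0.11) did not pass with the exocrine pancreas level as a covariate, which raised both standard errors and made the change of Btc smaller, nor with the replicate block (0.054 and 0.053). Egfr passed with each array scaled to its median (log2 fold change 0.56, adjusted p = 0.0227) and with array weights (0.0441), but had 0.05 with the pancreas level (adjusted p = 0.87), 0.16 with the adipose tissue level, 0.17 without wild-type mice 4 and 6 together and 0.21 without wild-type mouse 4. Hbegf had 0.10 with the pancreas level, 0.23 without these 2 mice and 0.57 with neqc.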

Another interesting candidate with regard to cell lineage disturbance in the gastric epithelium of CA IX-deficient mice is *epidermal growth factor *(*Egf*), which has an expression that was significantly decreased when compared to wild-type mice. Among growth factors, the EGF family includes important agents for gastric mucosa. EGF is a single-chain polypeptide of 53 amino acid residues, which is found mainly in the submandibular glands and Brunner's glands of the gastrointestinal tract [22]. EGF binds and activates the epidermal growth factor receptor resulting in cellular proliferation, differentiation, and survival [23]. Interestingly, several investigators have reported that EGF receptors are enriched in rodent chief cells [24,25], suggesting the importance of EGF function in these cells. Therefore alterations in the expression of EGF receptor ligands or, in this case, EGF could contribute to the differentiation and function of chief cells.

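Dmbt1 was 5.70-fold higher in Car9-/- stomach, with a log2 signal of 13.51 ± 0.31 (SD, n = 6) in Car9-/- mice and 11.00 ± 1.10 (SD, n = 6) in wild-type mice. All 6 Car9-/- mice lay above all wild-type mice, and the log2 fold change was 2.51 (standard error 0.42, adjusted p = 0.0056 from limma). Dmbt1 is 1 of 12 tested markers of spasmolytic polypeptide-expressing metaplasia, a state in which chief cells take on features of mucous neck cells. Of these 12, 3 rose, 1 fell and 8 did not pass, with the same counts of 3 and 1 when adjusted over the list alone. Among those that did not pass were the mucous neck cell genes Tff2 (log2 fold change -0.04, adjusted p = 0.76 from limma), Muc6 (0.53, 0.15) and Gkn3 (0.79, 0.30). Tff2 was among the 73 brightest probes on each array, where a change shows poorly. An earlier study cited by the paper saw no metaplasia in CA IX-deficient C57BL/6 mice. The other genes that rose were Clu, which encodes the secreted chaperone clusterin (log2 fold change 0.79, standard error 0.09, adjusted p = 0.0011 from limma), and the water channel gene Aqp5 (1.64, standard error 0.30, adjusted p = 0.0084; 2.33 with neqc), detected on 5 of the 6 wild-type arrays. Olfm4, a gene of epithelial progenitor cells, fell by 0.30 on the log2 scale (standard error 0.08, adjusted p = 0.0274 from limma). The list's median was 0.50, with an adjusted p of 1.5e-04 from fry and of 0.0034 from camera (0.0511 with median scaling), and an adjusted p = 0.15 with an estimated correlation. Dmbt1 (log2 fold change 2.56, standard error 0.55, adjusted p = 0.069) and Aqp5 (1.43, standard error 0.39, adjusted p = 0.11) did not pass with the exocrine pancreas level as a covariate, which raised both standard errors and made the change of Aqp5 smaller, nor did Olfm4, as its change shrank (-0.18, standard error 0.09, adjusted p = 0.325; -0.51 and passing with neqc). With the adipose tissue level Aqp5 (1.57, adjusted p = 0.0515) and Olfm4 (-0.22, 0.181) did not pass, and Olfm4 did not with median scaling (-0.23, 0.0550), the replicate block (0.0592), without wild-type mice 4 and 6 together (-0.23, 0.123) or without Car9-/- mouse 1, 2, 3 or 4 or wild-type mouse 2, 4, 5 or 6 (0.0526 to 0.0655).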

One of the most strongly upregulated genes of this study was *deleted in malignant brain tumors 1 *(*Dmbt1*), which belongs to the scavenger receptor cysteine-rich (SRCR) superfamily of proteins. This is a superfamily of secreted and membrane-bound proteins with SRCR domains that are highly conserved down to sponges [26,27]. The expression of DMBT1 is the highest in epithelia and is usually observed on the apical cell surface or in luminal exocrine secretions. In mice, DMBT1 is most strongly expressed in the gastrointestinal system [28]. DMBT1 is proposed to be a tumor suppressor [26,29,30] and/or a regulator of epithelial differentiation [31], as well as having roles in innate immune defense and inflammation [32,33]. DMBT1 is located in the crypt cells of the human, mouse, and rabbit small intestine [31,34,35] and the neck region of normal human gastric mucosa [36], which are predominantly composed of stem/progenitor cells. Thus, this gene is potentially involved in the physiological renewing process of gastrointestinal epithelia. A role for DMBT1 in innate immune defense has been demonstrated in various studies. The human DMBT1 glycoprotein, expressed in salivary glands, airways, and genital tract, binds various bacterial pathogens and viruses [37-40]. Additionally, expression of mouse DMBT1 in the gastrointestinal tract is regulated by bacteria [41,42], and its expression is increased during infection [43]. It has also been shown that there is an association of a *Dmbt1 *variant allele with Crohn's disease and there is a correlation of expression levels of *Dmbt1 *with inflammatory bowel disease severity [44].

Furthermore, DMBT1 binds surfactant proteins SP-D and SP-A. These are collagen- containing, (C-type) calcium-dependent lectins called collectins which interact with glycoconjugates and lipids on the surface of microorganisms mostly through their carbohydrate recognition domains (CRDs) [45]. SP-D and SP-A are involved in a range of immune functions, including viral neutralization, aggregation and killing of bacteria and fungi, and clearance of apoptotic and necrotic cells. In immunologically naïve lungs, they downregulate inflammatory reactions, but when challenged with LPS or apoptotic cells they induce phagocytosis by macrophages, pro-inflammatory cytokine production, and enhancement of adaptive immune responses [46]. It is interesting that in the present study, in addition to *Dmbt1*, the expression of *surfactant associated protein D *(*Sftpd or SP-D*) was highly induced in *Car9*^-/- ^mice. Thus, the upregulation of both *Dmbt1 *and *Sftpd *suggest that CA IX deficiency induced an immune process in the gastric mucosa. It should also be noted that CA IX has been suggested to bind to dendritic cells in a receptor-mediated manner and scavenger receptors appear to play an important role in this process [47]. In addition, CA IX seems to activate an immune response by a mechanism characteristic to heat shock proteins. Thus, CA IX could directly interact with DMBT1 via a scavenger receptor.

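Sftpd was 4.10-fold higher in Car9-/- stomach, with a log2 signal of 10.28 ± 0.72 (SD, n = 6) in Car9-/- mice and 8.24 ± 0.88 (SD, n = 6) in wild-type mice. The log2 fold change was 2.04 (standard error 0.41, adjusted p = 0.0114 from limma), and 5 of the 6 Car9-/- mice lay above every wild-type mouse. Among 7 tested genes that the study groups under defense response in these mice, which is not independent evidence, Sftpd, Il1rl1 and Ly6d, a surface antigen of the Ly-6 family, rose and none fell. The call of Sftpd was lost without wild-type mice 4 and 6 together (log2 fold change 1.80, standard error 0.47, adjusted p = 0.0542), and, with smaller changes and larger standard errors, with the exocrine pancreas level (1.49, standard error 0.49, adjusted p = 0.15) or the adipose tissue level (1.46, standard error 0.43, adjusted p = 0.085) as a covariate. From the higher expression of Dmbt1 and Sftpd, the paper proposes that loss of CA IX set off an immune process in the gastric mucosa.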

In fact, the disruption of *Car9 *gene caused disregulation of several genes that are involved in immune processes. This corroborates the results from a previous study where gastric submucosal inflammation was detected in the body region in a majority of C57BL/6 *Car9*^-/- ^mice [17]. 

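Mast cell protease genes rose in Car9-/- stomach. Mcpt1, a mast cell chymase, had a log2 fold change of 0.69 (standard error 0.11, n = 6 mice per genotype, adjusted p = 0.0045 from limma; 1.38 with neqc), and the tryptase genes Tpsab1 and Tpsb2 of 1.00 (standard error 0.23, adjusted p = 0.0190; 1.78 with neqc) and 0.44 (standard error 0.12, adjusted p = 0.0390). Mcpt1 and Tpsab1 were each detected on 6 Car9-/- arrays and 1 wild-type array. Kit, the stem cell factor receptor, which interstitial cells of the gut wall also carry, fell by 0.81 (standard error 0.22, adjusted p = 0.0352), with -0.17 at its other probe (adjusted p = 0.33). Of 8 tested mast cell genes, 4 rose and 1 fell (5 and 1 when adjusted over the list alone), with an adjusted p of 0.0256 from fry and 0.0108 from camera, and an adjusted p = 0.59 with an estimated correlation. Of 23 tested interferon response genes, 3 rose and none fell (3 and none when adjusted over the list alone): Lgals3bp, a secreted galectin-binding protein (log2 fold change 0.74, standard error 0.17, adjusted p = 0.0191), and the antiviral genes Oas2 (1.29, standard error 0.37, adjusted p = 0.0442; detected on 2 wild-type arrays, 2.04 with neqc) and Oasl1 (0.58, standard error 0.17, adjusted p = 0.0462). Their list had an adjusted p of 0.14 from fry and 0.0034 from camera, and an adjusted p = 0.59 with an estimated correlation. By fry it passed without Car9-/- mouse 5 (0.0410). None of the other immune cell lists moved in 1 direction by fry: 6 T cell genes (adjusted p = 0.69), 7 B and plasma cell genes (0.82), 9 macrophage genes (0.92) and 6 neutrophil genes (0.41). Among them 1 macrophage gene rose, Cd14, the receptor for bacterial lipopolysaccharide (log2 fold change 0.54, standard error 0.12, adjusted p = 0.0143); the count was the same when adjusted over each list alone, and at an unadjusted p under 0.05 it was 1 gene for macrophages, 1 for neutrophils and none for T and B cells. Leaving out 1 mouse ended calls: fry for the mast cell list without Car9-/- mouse 3, 4 or 6 or wild-type mouse 1, 3 or 5 (0.0517 to 0.0627), Kit without any Car9-/- mouse from 1 to 4 or wild-type mouse 1, 4, 5 or 6 (0.0628 to 0.0801), and Tpsb2 without any Car9-/- mouse from 1 to 4 or wild-type mouse 1, 3, 5 or 6 (0.0573 to 0.0788). Oas2 was lost without any Car9-/- mouse from 1 to 4 or wild-type mouse 1, 2, 3, 4 or 6 (0.0617 to 0.101) and Oasl1 without any Car9-/- mouse from 1 to 4 or wild-type mouse 1, 2, 4, 5 or 6 (0.0603 to 0.0943). With the exocrine pancreas level as a covariate none of the 8 genes passed (adjusted p from 0.0624 for Mcpt1 to 0.456 for Oasl1). The change itself was smaller for Oasl1 (0.29, standard error 0.18), Kit (-0.56, standard error 0.27) and Oas2 (0.90, standard error 0.46), and mainly the standard error was larger for Mcpt1 (0.68, standard error 0.14), Tpsab1 (0.96, 0.31), Tpsb2 (0.53, 0.16), Lgals3bp (0.72, 0.23) and Cd14 (0.61, 0.15). The adipose tissue level and the replicate block ended the calls of all but Mcpt1 (0.0652 to 0.232 and 0.0626 to 0.115), and the removal of wild-type mice 4 and 6 together those of all but Mcpt1 and Cd14 (0.0548 to 0.169). The mast cell list lost its call by fry with the block (0.127), sex as a covariate (0.0548) and the brighter probes alone (0.0610), and by camera with median scaling (0.141), as did the interferon list (0.0511). By camera the mast cell list also lost its call without wild-type mouse 3 (0.0627). Kit was lost with median scaling (0.063) and Oasl1 with neqc (0.053).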

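Il1rl1, which encodes the receptor ST2, was 5.35-fold higher in Car9-/- stomach. Its log2 signal was 9.27 ± 0.51 (SD, n = 6) in Car9-/- mice and 6.85 ± 0.53 (SD, n = 6) in wild-type mice, where it was detected on 3 of the 6 arrays. The log2 fold change was 2.42 (standard error 0.27, adjusted p = 0.0011 from limma), and 3.39 with neqc. All Car9-/- mice lay above all wild-type mice, and the highest was Car9-/- mouse 4 at 10.30. The call was kept under every alternative setting run. Additional file 1 assigns the probe to transcript variant 2, and whether it also measures other variants was not tested.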

In the present study, *Il1rl1/ST2 *transcript variant 2 mRNA was highly induced due to CA IX deficiency. The *Il1rl1/ST2 *gene is a member of the interleukin-1 (IL-1) receptor family and produces a soluble secreted form (sST2) and a transmembrane form (ST2L), coded by transcript variants 2 and 1, respectively. The membrane-bound form is expressed primarily by hematopoietic cells and the soluble form is predominantly expressed by fibroblasts [48]. In particular, ST2L is preferentially expressed in murine and human Th2 cells and can be used as a specific marker of Th2 cells in *in vitro *experiments [49-52]. Therefore, the function of ST2L has been suggested to correlate with Th2 cell-mediated immunological responses and IL-33, a newly discovered member of the IL-1 cytokine family, has been reported as a specific ligand for ST2L [53]. Interestingly, several studies have shown that the level of soluble ST2 in sera is elevated in asthmatic disease [54,55]. Therefore, it has been suggested that soluble ST2 may also play a critical role in Th2 cell-mediated diseases. In fact, it has been demonstrated that soluble ST2 acts as an antagonistic decoy receptor for IL-33 using a murine thymoma cell line, EL-4, which stably expresses ST2L, and a murine model of asthma [56]. This suggests that soluble ST2 negatively modulates the production of Th2 cytokines through IL-33 signaling in allergic airway inflammation. It is interesting to note that in the present study, the mRNA level of IL-33 was also elevated ~ 2-fold, although this change was not statistically significant. Thus, it seems plausible that CA IX is somehow involved in regulation of the Th2 response.

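Il33, the gene of the cytokine that binds ST2, was 2.16-fold higher in the mean in Car9-/- stomach and did not pass the test, with a log2 fold change of 1.11 (standard error 0.52, n = 6 mice per genotype, adjusted p = 0.19 from limma). Its log2 signal was 11.72 ± 0.39 (SD, n = 6) in Car9-/- mice and 10.61 ± 1.38 (SD, n = 6) in wild-type mice, and it passed without wild-type mouse 1 (log2 fold change 1.51, adjusted p = 0.0498), but had 0.40 with the pancreas level (standard error 0.61, adjusted p = 0.78) and 0.23 with the adipose tissue level (standard error 0.49, adjusted p = 0.83) as a covariate and 0.65 without wild-type mice 4 and 6 together (standard error 0.53, adjusted p = 0.51). Of 10 tested genes of the Th2 response, Il1rl1 rose and none fell; adjusted over the list alone, 1 rose and 1 fell. Ccl11, which encodes eotaxin, a chemokine that draws eosinophils, had a log2 fold change of -0.70 (standard error 0.23, adjusted p = 0.068), and passed without Car9-/- mouse 6 (-0.88, adjusted p = 0.0125) or wild-type mouse 3 (-0.80, adjusted p = 0.0406), with sex and age as covariates (0.0178) and with array weights (0.0402), but had -0.43 with the pancreas level (adjusted p = 0.46) and -0.46 with median scaling (adjusted p = 0.155). The list had a median of -0.05, a mean of 0.19 and an adjusted p of 0.78 from fry in the direction of the mean.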

CA IX could also contribute to the development of the immune system as CA IX deficiency significantly downregulated the *bloom syndrome homolog (human) *gene (*Blm*), which encodes an ATP-dependent DNA helicase that belongs to an evolutionarily conserved family of RecQ helicases [57]. 

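Blm was 6.26-fold lower in Car9-/- stomach, with a log2 signal of 8.67 ± 1.04 (SD, n = 6) in Car9-/- mice and 11.32 ± 0.53 (SD, n = 6) in wild-type mice. Every Car9-/- mouse lay below every wild-type mouse, and the log2 fold change was -2.65 (standard error 0.43, adjusted p = 0.0055 from limma). With the exocrine pancreas level of each mouse as a covariate, the log2 fold change was smaller, -2.32, with a larger standard error of 0.55, and did not pass (adjusted p = 0.083).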

Mutation of *Blm *causes a rare human autosomal recessive disorder called Bloom's syndrome (BS), which is characterized by marked genomic instability. BS is associated with growth retardation, profound susceptibility to most cancer types, and immunodeficiency [58], with the latter two features accounting for early death [59]. The functions of BLM have been only partially characterized. However, it has been shown that BLM has a role in the proliferation and survival of both developing and mature T lymphocytes, and its deletion leads to defective T-cell immunity [60]. Additionally, the conditional knockout of *Blm *contributed to compromised B cell development and maintenance, strongly impaired T cell-dependent and -independent antibody responses after immunization, and a propensity for developing B cell lymphomas [61]. Therefore, it is conceivable that *Car9*^-/- ^mice have compromised acquired immunity responses.

An unexpected finding was that several *small proline-rich proteins *(*Sprr*) were notably upregulated including *Sprr1a*, *Sprr2d*, *Sprr2e*, *Sprr2i*, and *Sprr3*. However, only the induction of *Sprr1a *was statistically significant. 

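The Sprr genes spread widely between mice of the same genotype, and the 5 named here did not pass the test. Sprr1a, a protein of the cornified envelope, had a log2 fold change of 1.72 (standard error 0.54, n = 6 mice per genotype, adjusted p = 0.0624 from limma), with 2 of the 6 Car9-/- mice above every wild-type mouse. Log2 fold changes were 1.79 for Sprr2d (standard error 1.33, adjusted p = 0.41), 0.79 for Sprr2e (standard error 0.66, adjusted p = 0.47), 1.72 for Sprr2i (standard error 1.02, adjusted p = 0.29) and 1.76 for Sprr3 (standard error 1.60, adjusted p = 0.50). The last 4 genes were detected on 3 or 4 of the 6 Car9-/- arrays and on 1 to 3 of the 6 wild-type arrays. The whole set of stratified squamous epithelium also spread widely between mice, and of its 72 tested genes 42 are in Additional file 1. Ly6d, a surface antigen, rose, with a log2 fold change of 1.43 (standard error 0.42, adjusted p = 0.0453 from limma), and 71 genes did not pass; adjusted over the list alone none passed by limma, and 6 had an unadjusted p under 0.05. The envelope gene Ivl had a log2 fold change of 1.62 (adjusted p = 0.13) and the keratin genes Krt1 and Krt4 of 1.33 (adjusted p = 0.57) and 0.46 (adjusted p = 0.81). The mean level of the 72 genes, centred over the 12 mice, ran from -1.93 to 2.30 in wild-type mice and from -1.79 to 2.20 in Car9-/- mice, a difference of 0.69 between genotypes (exact permutation test, two-sided, p = 0.50, adjusted over 3 lists 0.50). For the list the adjusted p was 0.64 from fry and 0.0057 from camera, and the adjusted p = 0.80 with an estimated correlation. Without wild-type mice 4 and 6 together the difference was -0.09, and Krt4 turned to a log2 fold change of -0.47. Camera's call was lost without Car9-/- mouse 3 or 4 or wild-type mouse 4, 5 or 6 (0.0755 to 0.175) or mice 4 and 6 together (0.644), and camera's direction turned with median scaling (0.961), the pancreas level (0.351) and the adipose tissue level (0.446). Ly6d did not pass without any Car9-/- mouse from 1 to 4 or wild-type mouse 1, 4, 5 or 6 (0.0713 to 0.104), while Sprr1a passed without wild-type mouse 2 (log2 fold change 2.16, adjusted p = 0.0178), as did Ivl (2.17, adjusted p = 0.0218). As against that, the pancreas level as a covariate took Sprr1a to 0.86 (standard error 0.61), Ivl to 0.80 (0.77), Ly6d to 0.85 (0.48, adjusted p = 0.41), Sprr2d to 0.30, Sprr2e to 0.44, Sprr2i to 0.99, Sprr3 to -0.06, Krt1 to -0.24 and Krt4 to -1.06, and the adipose tissue level gave 1.04 for Sprr1a, 0.64 for Ivl, 0.96 for Ly6d (0.27), 0.29 for Sprr2d, 0.32 for Sprr2e, 0.86 for Sprr2i, -0.01 for Sprr3, -0.26 for Krt1 and -0.78 for Krt4. When wild-type mice 4 and 6 were left out Ly6d had 1.13 (adjusted p = 0.158), Sprr2d 0.91 and Sprr3 0.63. Ly6d also did not pass with sex (0.0525), sex and age (0.0567), the block (0.0852) or all probes tested (0.0762), while Sprr1a passed with median scaling (0.0284), array weights (0.0426) and the squamous level (1.37, 0.0167), and Ivl with the last (1.19, 0.0350).

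**Figure D3:**
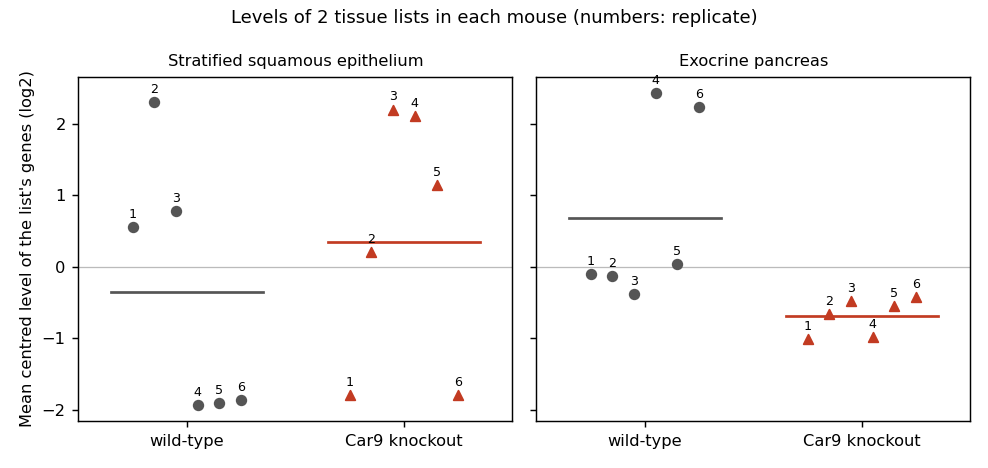
Mean level (log2, centred over the 12 mice) of the tested genes of stratified squamous epithelium (left) and of exocrine pancreas (right) in each wild-type mouse (circles) and each Car9-/- mouse (triangles), numbered by replicate, with lines for group means. Squamous levels spread over both genotypes, and wild-type mice 4 and 6 have the highest pancreas levels, 2.43 and 2.24.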

SPRR proteins were originally identified as markers for terminal squamous cell differentiation where they are precursors of the cornified envelope [62]. Additionally, SPRR proteins are expressed in various nonsquamous tissues, and their biological function is not restricted to structural proteins of the cornified envelope [63]. It has been shown that SPRR proteins participate in the response to various stresses in many tissues without a stratified epithelium. In the biliary tract, SPRR2 members appear to contribute to modification of the biliary barrier under conditions of stress [64]. Likewise, SPRR1A has been identified as a novel stress-inducible downstream mediator of gp130 cytokines in cardiomyocytes with a cardioprotective effect against ischemic stress [65]. Furthermore, in mice, SPRR2A protein was reported to be highly induced in gastric mucosa infected by *Helicobacter heilmannii *[66]. In addition, it has been suggested that SPRR1A is a regeneration-associated protein because its induction in neuronal injury correlates with regenerative capacity, with virtually all injured dorsal root ganglion neurons expressing SPRR1A one week after sciatic nerve injury [67]. Therefore, SPRR genes are presumably induced in response to different stress conditions and contribute to cell protection, tissue remodeling, and/or tissue regeneration. In the light of these findings it seems plausible that CA IX deficiency creates a stress condition in the gastric mucosa, which leads to upregulation of some protective factors.

Our analysis identified mRNAs from four members of solute carrier family proteins to be misregulated in the *Car9*^-/- ^mice stomach mucosa. These solute carrier proteins are involved in membrane transport of various molecules. The expression of *Slc9a3 *was strongly induced, whereas the expression of *Slc27a2*, *Slc38a5*, and *Slc5a8 *was repressed. 

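Slc9a3, the sodium-proton exchanger NHE3, was 8.01-fold higher in Car9-/- stomach, with a log2 fold change of 3.00 (standard error 0.23, n = 6 mice per genotype, adjusted p = 5.7e-05 from limma; 4.24 with neqc). It was detected on all 6 Car9-/- arrays and on 2 of the 6 wild-type arrays, and the call was kept under every alternative setting run. Slc27a2, a fatty acid transporter and acyl-CoA synthetase, was 3.77-fold lower (log2 fold change -1.92, standard error 0.38, adjusted p = 0.0104 from limma; -2.65 with neqc) and detected on 4 Car9-/- arrays, and another of its probes had a log2 fold change of -1.56 (adjusted p = 0.0084). Slc38a5, an amino acid transporter, was 3.64-fold lower (log2 fold change -1.86, standard error 0.34, adjusted p = 0.0079 from limma). Slc5a8, a sodium-coupled monocarboxylate transporter, did not pass over all mice: its log2 fold change was -1.41 (standard error 0.52, adjusted p = 0.098 from limma), and it was detected on 2 Car9-/- and 5 wild-type arrays. In males, 3 mice per genotype, Slc5a8 had a log2 fold change of -2.87 and in females of 0.04, and the difference between the sexes had an adjusted p of 0.0028 from limma's interaction term, but 5 of 100 splits of the mice gave as many such probes as the 3 found. Slc27a2 (log2 fold change -1.42, standard error 0.45, adjusted p = 0.14) and Slc38a5 (-1.76, standard error 0.44, adjusted p = 0.092) did not pass with the exocrine pancreas level as a covariate, with smaller changes and larger standard errors, nor Slc27a2 with the adipose tissue level (-1.55, standard error 0.44, adjusted p = 0.074) or Slc38a5 with the replicate block (0.061).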

The basic function of SLC9A3 or NHE3 is the exchange of extracellular Na^+ ^for intracellular H^+^, thus causing either a rise in intracellular pH or, if coupled to the action of other transporters, an increase in cell volume [68]. In the gastrointestinal tract, SLC9A3 is expressed in the apical membrane and recycling endosomes of the ileum, jejunum, colon, and stomach [69]. Further studies are needed to elucidate the possible interplay between CA IX and SLC9A3 in the gastric mucosa.

Surprisingly, among the most downregulated genes we found several genes involved in digestion. These included *trypsin 1*, *amylase 2a5*, *chymotrypsin-like elastase family member 2A*, and *pancreatic lipase *with statistically significant p-values and others, such as *chymotrypsinogen B1*, *carboxypeptidase A1*, and *carboxypeptidase B1 *with nonsignificant p-values. 

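Some genes of pancreatic digestive enzymes fell in Car9-/- stomach, and others were lower in the mean without passing. They are described in 2 groups, by how the wild-type mice spread. These groups were formed after the values were seen and were not tested against each other. Prss1, a trypsin, was 10.5-fold lower (log2 fold change -3.40, standard error 0.49, n = 6 mice per genotype, adjusted p = 0.0034 from limma), and Amy2a5, an amylase, 9.91-fold lower (-3.31, standard error 0.50, adjusted p = 0.0042). For both, every Car9-/- mouse lay below every wild-type mouse; another probe of Prss1 had a log2 fold change of -1.27 (adjusted p = 0.23). Cela2a, an elastase, did not pass, with a log2 fold change of -2.92 (standard error 1.05, adjusted p = 0.093), nor did Pnlip, pancreatic lipase, with -2.63 (standard error 0.97, adjusted p = 0.10). The proteases Ctrb1, Cpa1, Cpb1 and Cela3b had log2 fold changes of -2.33 (standard error 1.46), -1.98 (standard error 1.19), -1.44 (standard error 0.78) and -1.73 (standard error 0.99), with adjusted p from 0.25 to 0.32. These 6 genes were far higher in wild-type mice 4 and 6 than in any other mouse: Ctrb1 had log2 signals of 14.99 and 14.90 there, of 6.79 to 8.07 in the other wild-type mice and of 6.60 to 8.62 in Car9-/- mice. Cpa1 and Cela3b were detected on 3 and 2 wild-type arrays and on 2 and 1 Car9-/- arrays, and Pnlip on 4 Car9-/- arrays. Of 28 tested exocrine pancreas genes, 5 fell and none rose (12 lower when adjusted over the list alone), with a median log2 fold change of -1.29; 14 of the 28 are in Additional file 1. Beside Prss1, Amy2a5 and Try4, they were Tmed6, a protein of the secretory pathway (-2.03, standard error 0.43, adjusted p = 0.0138 from limma), and Pdia2, a pancreatic disulfide isomerase (-0.76, standard error 0.20, adjusted p = 0.034), which was chosen after its values were seen. The list had an adjusted p of 0.056 from fry and 2.6e-05 from camera, and an adjusted p = 0.59 with an estimated correlation. By fry it passed with sex and age (0.0403), array weights (0.0294), the probe with the lowest p (0.0497) and without wild-type mouse 3 (0.0275). By camera it did not pass with the adipose tissue level (0.186). Its mean level differed by -1.37 (exact permutation test, two-sided, p = 0.0022, the smallest it can give; adjusted over 3 lists 0.0065). Pancreatic islet genes were high in wild-type mouse 6 alone, and of 5 tested none passed over all probes or over the list alone by limma, or at an unadjusted p under 0.05 (adjusted p = 0.47 from fry); Ins2, which encodes insulin, had a log2 fold change of -0.84 (adjusted p = 0.48). Without wild-type mice 4 and 6 together, Ctrb1 (log2 fold change 0.22), Cpa1 (0.12) and Cela3b (0.03) turned to higher, Cpb1 had -0.06, Pnlip -1.03 and the list's level differed by -0.54, and Cela2a passed (-1.10, adjusted p = 0.0444), as it did without wild-type mouse 3 (-3.46, adjusted p = 0.0452). When the exocrine pancreas level, of which they are a part, was a covariate, Prss1 (-2.48, standard error 0.49, adjusted p = 0.0552), Amy2a5 (-2.96, standard error 0.65, adjusted p = 0.069), Tmed6 (-1.73, standard error 0.56, adjusted p = 0.15) and Pdia2 (-0.64, standard error 0.27, adjusted p = 0.25) did not pass, with smaller changes and, but for Prss1, larger standard errors. Cela2a then had 0.05, Pnlip 0.05, Ctrb1 1.79, Cpa1 1.35, Cpb1 0.76 and Cela3b 1.06. Tmed6 and Pdia2 also did not pass with the adipose tissue level (-2.03, adjusted p = 0.067, and -0.71, 0.143), the replicate block (0.063 and 0.074) or without wild-type mice 4 and 6 together (0.054 and 0.110), nor Pdia2 with all probes tested (0.0559), while Pnlip passed with array weights (-2.84, 0.0464). Pdia2 did not pass without Car9-/- mouse 1, 2 or 4 or any wild-type mouse but 3 (adjusted p from 0.0565 to 0.0773). The list's level lost its call without Car9-/- mouse 1, 2, 4 or 5 (exact permutation test, adjusted over 3 lists, p from 0.0584 to 0.0714). Every remaining Car9-/- mouse still lay below every wild-type mouse in this level.

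**Figure D4:**
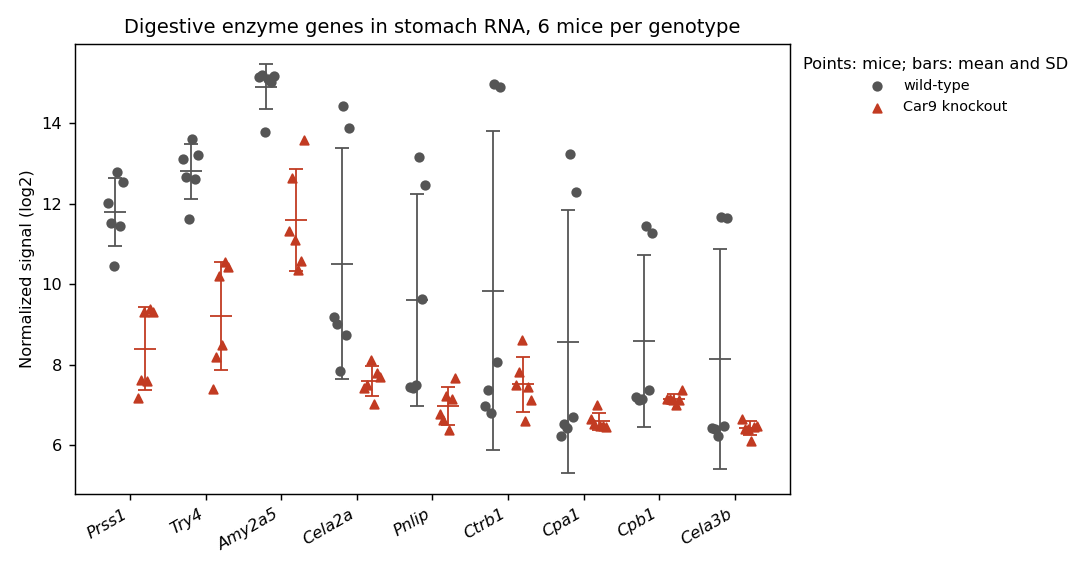
Normalized signal (log2) of 9 digestive enzyme genes, with 1 point per mouse for 6 wild-type mice (circles) and 6 Car9-/- mice (triangles) and bars for mean and SD. For Ctrb1, Cpa1, Cpb1 and Cela3b the 2 high wild-type points are mice 4 and 6; for Prss1, Try4 and Amy2a5 all wild-type mice lie above all Car9-/- mice.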

The implication of this finding remains unclear. A possible explanation for this might be that downregulation of these enzymes is a secondary event. If it is assumed that these enzymes are produced by chief cells, the reduced number of chief cells in the *Car9*^-/- ^mice gastric mucosa can also cause a decrease in the amount of the enzymes they produce. However, the exact mechanism behind this phenomenon remains to be elucidated.

## Conclusions

In conclusion, CA IX deficiency was shown to alter the expression of various genes in the gastric mucosa. The number of affected genes and the magnitude of changes were relatively high, indicating that CA IX has a remarkable role in gastric functions. Microarray analysis revealed several genes involved in developmental processes and cell differentiation, which could explain the cell lineage disturbance in the gastric epithelium of *Car9*^-/- ^mice. Interestingly, some of the regulated genes identified in this study are involved in digestion as well as functions of the immune and defense responses. This finding suggests that CA IX deficiency compromises the immune system in the gastric epithelium implying yet another role for this multifunctional enzyme.

## Methods

### Animal model and tissue preparation

Generation of the targeted disruption of the *Car9 *gene has been previously described by Ortova Gut et al. [16]. These *Car9-*deficient C57BL/6 mice were produced and maintained in the animal facility of the University of Oulu and then delivered to the animal facility of the University of Tampere. Permissions for use of the experimental mice were obtained from the Animal Care Committees of the Universities of Oulu and Tampere. Six *Car9*^-/- ^mice (3 males and 3 females) and six wild-type control mice (3 males and 3 females) were kept under tightly controlled specific pathogen-free conditions and fed identical diets. The mice were sacrificed at approximately 11 (SD = ± 1.35) months of age. Tissue specimens from the body of the stomach were immediately collected, immersed in RNAlater solution (Ambion, Austin, TX, USA), and frozen at -80°C.

### RNA isolation

Total RNA was obtained using the RNeasy RNA isolation kit (Qiagen, Valencia, USA) following the manufacturer's instructions. Residual DNA was removed from the samples using RNase-free DNase (Qiagen). The RNA concentration and purity were determined by measurement of the optical density (OD) at 260 and 280 nm. All samples had an OD260/OD280 ratio of 1.95 or higher.

### Microarray analysis

All microarray data reported in the present article are described in accordance with MIAME guidelines, have been deposited in NCBI's Gene Expression Omnibus public repository [70], and are accessible through GEO Series accession number GSE20981 [71]. Microarray experiments were performed in the Finnish DNA Microarray Centre at the Turku Centre for Biotechnology. Stomach RNA samples from 6 *Car9*^-/- ^mice were used. As controls, RNA samples from the stomach of 6 wild-type mice were used. All 12 samples were analyzed individually. 400 ng of total RNA from each sample was amplified using the Illumina^® ^TotalPrep RNA Amplification kit (Ambion) as recommended by the manufacturer. The *in vitro *transcription reaction, which was conducted for 14.5 h, included labeling of the cRNA by biotinylation.

### Hybridization and scanning

Labeled and amplified cRNAs (1.5 μg/array) were hybridized to Illumina's Sentrix^® ^Mouse-6 Expression Bead Chips (Illumina, Inc., San Diego, CA) at 58°C for 18 h according to Illumina^® ^Whole-Genome Gene Expression with IntelliHyb Seal System Manual. The arrays were washed and then stained with 1 μg/ml cyanine3-streptavidin (Amersham Biosciences, Buckinghamshire, UK). The Illumina BeadArray™ Reader was used to scan the arrays according the manufacturer's instructions. The numerical results were extracted with the Illumina's BeadStudio software without any normalization or background subtraction.

### Data analysis

Array data were normalized with Chipster (v1.3.0) using the quantile normalization method. The data were filtered according to the SD of the probes. The percentage of data that did not pass through the filter was adjusted to 99.4%, implicating a SD value of almost 3. Statistical analysis was next performed using the empirical Bayes t-test for the comparison of two groups. Finally, the probes were further filtered according to fold change with ± 1.4 as the cut-off for up- and downregulated expression, respectively. The functional annotation tool DAVID (Database for Annotation, Visualization and Integrated Discovery) [72,73] was used to identify enriched biological categories among the regulated genes when compared to all the genes present on Illumina's Sentrix Mouse-6 Expression Bead Chip. The annotation groupings analyzed were Gene Ontology biological process and molecular functions, SwissProt comments, SwissProt Protein Information Resources Keywords, Kyoto Encyclopedia of Genes and Genomes pathway, and Biocarta pathway. Results were filtered to remove categories with EASE (Expression Analysis Systematic Explorer) scores greater than 0.05. Overlapping categories with the same gene members were removed to yield a single representative category.

### Quantitative real-time PCR

For quantitative real-time PCR (QRT-PCR), the same samples were used as for the microarray analysis. 5 μg of each RNA sample was converted into first strand cDNA using a First Strand cDNA Synthesis Kit (Fermentas, Burlington, Canada) using random hexamer primers following the manufacturer's instructions. The relative expression levels of the target genes in the stomach wall were assessed by QRT-PCR using the LightCycler detection system (Roche, Rotkreuz, Switzerland). The primer sets for the target genes (Table 4) were designed using Primer3 [74], based on the complete cDNA sequences deposited in GenBank. The specificity of the primers was verified using NCBI Basic Local Alignment Search Tool (BLAST) [20]. The house-keeping genes *β-actin *(*Actb*), *hypoxanthine guanine phosphoribosyl transferase *(*Hprt*), and *succinate dehydrogenase complex, subunit A *(*Sdha*) were used as internal controls to normalize the cDNA samples for possible differences in quality and quantity (Table 4). The *Actb *and *Hprt *primers are available in the public Quantitative PCR Primer Database [75] under the identification numbers 634 and 10050, respectively. The *Sdha *primers were obtained from the public PrimerBank database [76] with the identification number 15030102a2. To avoid amplification of genomic DNA, the primers from each primer pair were located in different exons, when possible.

**Table 4:** Sequences of the QRT-PCR primers used in this study.

Gene symbol	Description	GenBank number	Forward primer (5'-3')	Reverse primer (5'-3')
Adipoq	adiponectin, C1Q and collagen domain containing	NM_009605	TCCTGCTTTGGTCCCTCCAC	TCCTTTCTCTCCCTTCTCTCC

Car3	carbonic anhydrase 3	NM_007606	GCTCTGCTAAGACCATCC	ATTGGCGAAGTCGGTAGG

Cela2a	chymotrypsin-like elastase family, member 2A	NM_007919	TGATGTGAGCAGGGTAGTTGG	CACTCGGTAGGTCTGATAGTTG

Cela3b	chymotrypsin-like elastase family, member 3B	NM_026419	TGCCTGTGGTGGACTATGAA	CAGCCCAAGGAGGACACAA

Cfd	complement factor D (adipsin)	NM_013459	AACCGGACAACCTGCAATC	CCCACGTAACCACACCTTC

Cpb1	carboxypeptidase B1 (tissue)	NM_029706	GGTTTCCACGCAAGAGAG	GTTGACCACAGGCAGAACA

Cym	chymosin	NM_001111143	ATGAGCAGGAATGAGCAG	TGACAAGCCACCACTTCACC

Dmbt1	deleted in malignant brain tumors 1	NM_007769	GCACAAGTCCTCCATCATTC	AGACAGAGCAGAGCCACAAC

Egf	epidermal growth factor	NM_010113	GCTCGGTGTTTGTGTCGTG	CTGTCCCATCATCGTCTGG

Il1rl1	interleukin 1 receptor-like 1, transcript variant 2	NM_010743	ATTCTCTCCAGCCCTTCATC	AAGCCCAAAGTCCCATTCTC

Pkp4	plakophilin 4, transcript variant 1	NM_026361	GAACATAACCAAAGGCAGAGG	GGTGGACAGAGAAGGGTGTG

Pnlip	pancreatic lipase	NM_026925	CCCGCTTTCTCCTCTACACC	TCACACTCTCCACTCGGAAC

Sftpd	surfactant associated protein D	NM_009160	CCAACAAGGAAGCAATCTGAC	TCTCCCATCCCGTCCATCAC

Slc9a3	solute carrier family 9 (sodium/hydrogen exchanger), member 3	NM_001081060	TGACTGGCGTGGATTGTGTG	ACCAAGGACAGCAGGAAGG

Actb	actin, beta	NM_007393	AGAGGGAAATCGTGCGTGAC	CAATAGTGATGACCTGGCCGT

Hprt	hypoxanthine guanine phosphoribosyl transferase	NM_013556	AGCTACTGTAATGATCAGTCAACG	AGAGGTCCTTTTCACCAGCA

Sdha	succinate dehydrogenase complex, subunit A	NM_023281	GCTTGCGAGCTGCATTTGG	CATCTCCAGTTGTCCTCTTCCA

Each PCR reaction was performed in a total volume of 20 μl containing 0.5 μl of first strand cDNA, 1x of QuantiTect SYBR Green PCR Master Mix (Qiagen, Hilden, Germany), and 0.5 μM of each primer. Amplification and detection were carried out as follows: after an initial 15 min activation step at 95°C, amplification was performed in a three-step cycling procedure for 45 cycles: denaturation at 95°C for 15 s, annealing at a temperature determined according to the T_m _for each primer pair for 20 s, and elongation at 72°C for 15 s (the ramp rate was 20°C/s for all the steps), followed by a final cooling step. Melting curve analysis was always performed after the amplification to examine the specificity of the PCR. To quantify the levels of the target transcripts, a standard curve was established for each gene using five-fold serial dilutions of known concentrations of purified PCR products generated with the same primer pairs. Every cDNA sample was tested in triplicate. The mean and SD of the 3 crossing point (Cp) values were calculated for each sample and a SD cut-off of 0.2 was set. Accordingly, when the SD of the triplicates of a sample was greater than 0.2, the most outlying replicate was excluded and the analysis was continued with the two remaining replicates. Using a specific standard curve, the Cp values were then transformed by the LightCycler software into copy numbers. The expression value for each sample was the mean of the copy numbers for the sample's replicates. The geometric mean of the three internal control genes was used as an accurate normalization factor for gene expression levels [77]. The final relative mRNA expression was given as the expression value of the sample divided by the corresponding normalization factor and multiplied by 10^3^.

### Statistical analyses

Statistical analyses of the microarray were performed using the empirical Bayes t-test for comparison of the two groups, and the p-values are shown in Additional file 1. For the QRT-PCR results, the Mann-Whitney test was used to evaluate differences in group values for *Car9*^-/- ^mice vs. wild-type mice.

## List of abbreviations used

CA IX: carbonic anhydrase IX; HIF-1: hypoxia-inducible transcription factor 1; HRE: hypoxia responsive element; MAPK: mitogen-activated protein kinase; PI3K: phosphatidylinositol 3-kinase; QRT-PCR: quantitative real-time PCR.

## Authors' contributions

HK prepared the samples, participated in the microarray data analysis and QRT-PCR confirmations, and drafted the manuscript. MH participated in the design of the study and microarray data analysis. AR participated in the experimental design of the study and critically reviewed the manuscript. EHL and AML participated in the QRT-PCR confirmations. SP conceived the study, participated in its design and coordination, and critically reviewed the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of genes differentially expressed in the stomach of *Car9*^-/- ^mice**. The *Car9*^-/- ^and control groups contained samples from 6 mice. Microarray data were normalized with Chipster (v1.3.0) using the quantile normalization method. Statistical analysis was performed using the empirical Bayes t-test for the comparison of two groups. The probes were filtered according to fold change with cut-off of ± 1.4 for up- and down-regulated expression, respectively. Click here for file

Additional file 2 **Functional annotation of genes regulated in the stomach of *Car9 *knockout mice**. The functional annotation tool DAVID was used to identify enriched biological categories among the differentially expressed genes as compared to all genes present in Illumina's Sentrix Mouse-6 Expression Bead Chip. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

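Stomachs of 6 Car9-/- mice and 6 wild-type mice were measured, with 3 males and 3 females per genotype and 1 Illumina Mouse-6 array per mouse. Samples were grouped by the genotype in their labels, and no array was left out. The mean age of the 12 mice was 11 months (SD 1.35).

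The authors read the arrays with the Illumina BeadArray Reader and deposited the signal intensity of each of the 46643 probes on a linear scale, extracted with BeadStudio without normalization or background subtraction. Beside each intensity the authors deposited BeadStudio's detection p-value of the probe against the negative controls of its array. The authors also deposited log2 values, quantile-normalized across the 12 arrays in Chipster and rounded to 2 decimals. Quantile normalization of the deposited signals on the linear scale gave these log2 values within 0.00500.

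For the values reported here, the deposited signals were log2-transformed and quantile-normalized between the arrays, with no background subtraction, and they differed from the authors' values by at most 0.0224. Probes with a detection p under 0.01 on at least 3 arrays were tested, 20751 in all. Genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Probe names came from the platform table, which gives 1 gene symbol for 32794 probes and none for 13794. Figures were drawn with matplotlib 3.10.9 in python 3.11.15. Pairs of arrays had correlations of 0.935 to 0.991. On simulated arrays of the same size, limma called 63 of 63 probes with a log2 change of 2 and 10 of 20551 unchanged probes, and camera and fry called the shifted list and none of the other lists. The simulated probes were independent of each other, while genes of the real lists had correlations of up to 0.816. The simulation therefore does not show how often camera and fry call lists falsely on these arrays.

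Gene lists of cell types, neighbouring tissues and functions were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation, and with fry, adjusted over the 31 lists with at least 3 tested genes. A gene with several tested probes was represented by the probe of Additional file 1, where it had one, and otherwise by the probe with the highest mean over the 12 arrays. Of 40 named genes with several tested probes, 21 had probes on both sides of an adjusted p of 0.05 and 9 had probes on both sides of 0. The level of a list in a mouse is the mean of its genes, each centred over the 12 mice. Differences in level between genotypes were tested with exact permutation tests. The paper's steps were run with its percentage: the 99.4% of probes with the lowest SD were removed, which left 280 probes with an SD of at least 1.04 on the log2 scale, limma was fitted to the rest, and fold changes of at least 1.4 were kept.

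The text names Car9; the genes the paper names as results; the 10 named probes with the largest log2 fold change in each direction among those passing; up to 4 genes with the largest limma statistic of each list reported, with the first 2 genes of a cell type list; and the QRT-PCR reference genes. Other genes are marked as chosen after their values were seen. The fold changes in the paper's tables had been seen when this rule was written. The comparisons, the gene lists, the rule for named genes and the alternatives were set before the data were examined, except the removal of wild-type mice 4 and 6 together and the removal of Car9 from its lists, which were added afterwards.

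The alternatives were neqc with an offset of 16, the authors' normalized values, median scaling of each array, all probes tested, only the probes with a mean above the median, sex or sex and age as covariates, the replicate number as a block, array weights, an intensity trend, the level of exocrine pancreas, adipose tissue or stratified squamous epithelium genes as a covariate, the probe with the lowest p for each gene, and each mouse left out in turn. For the paper's steps, the SD on the linear scale, removal of a smaller or a larger share of the probes, and limma fitted before the filters were tried. The genotype labels were also split in other ways, with 100 of the 462 possible splits drawn with seed 1.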

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

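The tests of pancreatic tissue, chief cells and squamous epithelium were chosen only after the results were seen, the comparison of the chief cell list with the 5 acinar genes after a first test of that list had been read, and the tests by sex, the search for mice far from the others and the other splits of the mice were planned.

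Among the genes of the exocrine pancreas, 5 fell in Car9-/- stomach (Prss1, Try4, Amy2a5, Tmed6 and Pdia2), and Cela2a, Pnlip, Ctrb1, Cpa1, Cpb1 and Cela3b, with a median log2 fold change of -2.15, did not pass. For the genes that fell, picked because they passed, the tables argue against pancreatic tissue in the specimens of wild-type mice 4 and 6: of 20 values of wild-type mice 1, 2, 3 and 5, 19 lay above the highest Car9-/- mouse, and without mice 4 and 6 Prss1 had a log2 fold change of -2.96 (adjusted p = 0.0190 from limma), Try4 of -3.29 (0.0264), Amy2a5 of -3.20 (0.0249), while Tmed6 (from -2.03, standard error 0.43, to -1.999, standard error 0.52, adjusted p = 0.0542) and Pdia2 (from -0.76, standard error 0.20, to -0.74, standard error 0.25, adjusted p = 0.110) did not pass as the standard errors rose with fewer mice; pancreatic tissue in other specimens was not tested. On loss of chief cells as the whole cause the tables do not decide. The median of the chief cell list, -0.36, lay 2.95 above the -3.31 of the 5 genes, more than 2 times the larger SD of the 2 sets (1.21). The 4 chief cell genes never among the 100 brightest probes had a median of -0.39. But the 5 genes were picked for their fall and the list was not, which builds in a gap. The lowest log2 fold changes of the list were -1.82 (Chia) and -1.46 (Bhlha15). A first test, of the list's median against a mark of -1, had also left this undecided, and a whole or a part for chief cells stays open. For the 6 that did not pass, the median wild-type mouse lay 0.15 log2 above the highest Car9-/- mouse and 3 of the 6 wild-type mice lay above it. Picking genes that did not pass favours this, so it decides nothing about chief cells. Without wild-type mice 4 and 6, log2 fold changes were smaller than their standard errors for Ctrb1 (0.22, standard error 0.36), Cpa1 (0.12, 0.12), Cpb1 (-0.06, 0.08) and Cela3b (0.03, 0.10). For Ctrb1 and Cpb1, detected on 12 arrays, this argues against loss of chief cells as the whole cause of their lower means (-2.33 and -1.44). Cpa1 and Cela3b were detected on 5 and 3 arrays, near background, where a fall would show poorly, so for them it stays open. Cela2a (-1.10, adjusted p = 0.0444 from limma) and Pnlip (-1.03, standard error 0.43) stayed lower, and for them it stays open. Pancreatic tissue in wild-type mice 4 and 6 may have contributed to the 6 genes, but cannot be told apart from other causes of high levels in these 2 mice. Ctrb1 had log2 signals of 14.99 and 14.90 there and of 6.60 to 8.62 in the other mice. Of 14 list genes outside Additional file 1, 6 had their 2 highest values in these mice, against 1.52% by chance, which is fewer than the 7 set as the mark. Of all 28 it was 17. These mice also had the highest adipose levels (1.07 and 1.16) and mouse 6 the highest islet level (2.77).

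Genes of stratified squamous epithelium differed between mice of each genotype. Squamous epithelium in some specimens and not in others is a candidate explanation: after the genotype fit the genes of the list had a correlation of 0.816, the highest of all lists. Wild-type mice 4, 5 and 6 were apart from mice 1, 2 and 3 in squamous level (-1.93, -1.91 and -1.86 against 0.56, 2.30 and 0.77), first principal component (41.0, 32.9 and 42.4 against -10.1, -26.2 and -15.1) and median signal (75.6, 76.1 and 76.9 against 83.3 or more on the 9 other arrays), and whether their arrays were processed apart is not stated and stays open; Car9-/- mice 1 and 6, at median signals of 86.4 and 83.3, had squamous levels of -1.79 too. A part for the genotype stays open, as the exact p of 0.504 does not show that the levels did not differ. With the squamous level as a covariate, the log2 fold change of Ly6d went from 1.43 (standard error 0.42) to 1.19 (standard error 0.28, adjusted p = 0.0227 from limma). That of Sprr1a went from 1.72 (standard error 0.54) to 1.37 (standard error 0.30, adjusted p = 0.0167). Both genes are part of this level and were picked from its 72 genes after their values were seen. With the pancreas level as a covariate neither passed (0.85, adjusted p = 0.41, and 0.86, adjusted p = 0.51). The values therefore do not exclude squamous epithelium as the whole cause for these 2 genes.

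Within genotypes, 128 groups of 6 values were searched with Dixon's test for a mouse far from the others, and 11 stood out, where chance gives about 1 in 20 groups. The ratio of the gap to the range was 0.827 for the islet level of wild-type mouse 6 (2.77 against -0.37 to 0.17 in the other mice) and 0.647 for that of Car9-/- mouse 2 (0.12 against -0.48 to -0.27). It was 0.784 for the pit cell level of Car9-/- mouse 5 (-0.44 against 0.13 to 0.28) and 0.790 for the intestinal level of Car9-/- mouse 2 (0.78 against -0.30 to -0.07). Among genes, the ratio was 0.688 for U46068 in Car9-/- mouse 6 (log2 signal 11.38 against 12.50 to 13.01) and 0.850 for Il1rl1 in Car9-/- mouse 4 (10.30 against 8.98 to 9.18). It was 0.642 for Cpa1 in Car9-/- mouse 3 (7.00 against 6.45 to 6.64), 0.886 for Sprr2e in wild-type mouse 2 (8.27 against 6.08 to 6.33) and 0.818 for Sprr2i in the same mouse (10.38 against 6.18 to 6.95). Wild-type mouse 3 stood out at Amy2a5 (ratio 0.872, 13.78 against 15.03 to 15.22) and at Gm12888 (ratio 0.733, 11.52 against 13.16 to 13.76).

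The fall of 3 genes was larger in males than in females by limma's interaction term. The male minus female difference in log2 fold change was -2.91 for Slc5a8 (adjusted p = 0.00282), -2.53 for Tmed6 (-3.30 in males and -0.77 in females, adjusted p = 0.0317) and -2.23 for Slc38a5 (adjusted p = 0.0317); 1920 probes had an unadjusted p under 0.05. Of 100 splits, 5 gave as many such probes as the real 3 or more, and the highest other gave 422, so chance cannot be excluded. What sets that split apart was not tested. In males 2455 probes were called, 1277 higher and 1178 lower, and the highest other of 10 splits gave 0 by limma; in females 13 were called, 11 higher and 2 lower, and the highest other gave 0. With 10 splits the share is never under 0.05, the real split alone being 1 of 10. The interaction count was 6 without Car9-/- mouse 3, 9 without wild-type mouse 5 and as low as 1 without others, the male count 1196 without Car9-/- mouse 1, 1458 without Car9-/- mouse 2, 1269 without Car9-/- mouse 4, 1468 without wild-type mouse 1, 1612 without wild-type mouse 2 and 1447 without wild-type mouse 4, and the female count 2 without Car9-/- mouse 3 or wild-type mouse 5, 3 without wild-type mouse 6, 5 without Car9-/- mouse 1, 6 without wild-type mouse 1, 7 without Car9-/- mouse 5 or wild-type mouse 2 and 8 without Car9-/- mouse 4 or wild-type mouse 4.

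Outside the probes the paper lists, 1096 were higher and 1071 lower in Car9-/- stomach, and the unnamed probe 104060685, chosen after its values were seen, was at least 56.1-fold higher. Over all tested probes, 1 of 100 splits, the real one, gave as many as 2197 called probes, and the highest other gave 400. Chance is thus an unlikely cause of this count, though 1 of 100 is the smallest share these splits can give. The splits do not separate the genotype from other differences between the 2 groups of mice. At the paper's filters and 2.5-fold, 11 of 100 splits gave at least the real 41 probes and the highest other gave 142, so chance cannot be excluded; that split points to a structure of the samples, with a difference in squamous level of 2.71 against 0.69 for the real one. Lists the paper does not report passed in 1 direction by fry: parietal cell, endocrine cell, mast cell and salivary gland genes, each with an adjusted p of 0.0256, metaplasia markers with 1.5e-04 and proliferation genes with 0.00189. With an estimated correlation camera called 0 lists (adjusted p = 0.59 for the first 4, 0.15 for metaplasia and 0.38 for proliferation), and 3 had an unadjusted p under 0.05. The real split gave 7 lists by fry, among them the carbonic anhydrases with Car9, whose fall is fixed in part by the deletion. The highest of the other splits drawn gave 3 (1 of 100 gave as many as the real one). Chance is thus an unlikely cause of the count as a whole. This does not cover single lists, as the count was 3 without Car9-/- mouse 3 or wild-type mouse 5. By camera the real split gave 8 lists and the highest other 16 (33 of 100), so chance cannot be excluded.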

How the results depend on the processing

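The removal of wild-type mice 4 and 6 together and of Car9 from its lists was chosen only after the results were seen; the other alternatives were planned. The chip as a block was not run because the files hold no barcodes. Unless a reason is given, the cause was not tested.

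Both Car9 probes stayed lower and past the threshold under all 26 alternatives (-1.95 to -1.47 and -1.40 to -0.98). The probes changed by genotype, 1108 higher and 1089 lower, stayed within 1.5 times of this under 15 of 26 alternatives in each direction. Median scaling gave 3585 and 426, with 1525 of its 4011 called probes among the 2197; it moved the median of all tested probes by 0.11 (log2) toward higher in Car9-/- mice, and its calls are relative to this shift. Array weights gave 1918 and 1886. With the replicate number as a replicate block there were 251 and 210, but the numbers do not pair the mice (1 of 6 correlations was above 0.1). With the exocrine pancreas level as a covariate there were 34 and 15, and with the adipose level 267 and 249; the pancreas level itself differs between genotypes, so with it as a covariate the 2 cannot be separated. Without wild-type mice 4 and 6 together there were 457 and 506. Leaving out 1 mouse gave 653 to 1771 higher and 551 to 1589 lower, lowest without Car9-/- mouse 4 and highest without Car9-/- mouse 5.

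Of 119 named genes, 64 passed, and 9 of these kept call and direction under every alternative run (Cym, Slc9a3, Tm4sf5, Clu, 9130204L05Rik, Aldh1a3, Il1rl1, Ccdc107 and the unnamed probe); 55 lost the call under at least 1, and of 55 not passing 23 passed under at least 1. The pancreas covariate ended 55 calls, the adipose covariate 35, the block 33, the removal of wild-type mice 4 and 6 together 21, and leaving out 1 mouse 1 to 17. Among genes that passed, Acly alone changed direction, to 0.029 with median scaling. Among the others, the pancreas covariate gave Sprr3 -0.063, Cela2a 0.052, Pnlip 0.046, Ctrb1 1.79, Cpa1 1.35, Cpb1 0.76, Cela3b 1.06, Adipoq 0.092, Car3 0.17, Iapp 0.15, Ins2 0.34, Ins1 0.36, Gast -0.13, Krt1 -0.24, Krt4 -1.06 and Klk1b26 0.24. The adipose covariate gave Sprr3 -0.012, Ctrb1 0.67, Cpa1 0.47, Cpb1 0.20, Cela3b 0.30, Adipoq 0.15, Car3 0.14, Cfd 0.20, Iapp 0.066, Ins2 0.16, Ins1 0.20, Krt1 -0.26, Krt4 -0.78 and Klk1b26 0.30. Without wild-type mice 4 and 6 together, Ctrb1 was 0.22, Cpa1 0.12, Cela3b 0.033, Ins1 0.033, Krt4 -0.47 and Klk1b26 0.075. Krt4 was -0.30 with the squamous covariate and, without 1 mouse, -0.016 (Car9-/- mouse 3) to 1.03; Ins1 was -0.75 to 0.015 (wild-type mouse 6). Gast was -0.056 with neqc, -0.000160 with median scaling and, without 1 mouse, -1.29 to 0.85, below 0 without Car9-/- mouse 2 or wild-type mouse 1, 2, 4 or 5.

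The genes with the sign of the paper's QRT-PCR fold change, 14, were 8 with the pancreas and 9 with the adipose covariate, and Pearson's r ranged from 0.745 to 0.960. By fry 7 lists passed, 2 with the block and 3 to 10 without 1 mouse (3 without Car9-/- mouse 3 or wild-type mouse 5, 4 without Car9-/- mouse 4 or wild-type mouse 1); by camera 7 to 12 passed. The adjusted p of lists that changed direction was, for islet genes 0.939 with the pancreas and 0.894 with the adipose covariate, for squamous genes 0.917 and 0.855 by fry and 0.351 and 0.446 by camera (0.961 with median scaling), for Th2 genes 0.771 with all probes tested and 0.928 with the squamous covariate, for B cell genes 0.0505 and 0.440 with the pancreas and adipose covariates, 0.105 without wild-type mice 4 and 6 together and 0.669 to 0.935 without 1 mouse (turned without wild-type mouse 4, 0.816, or 6, 0.880), and for macrophage genes 0.995 with sex and age, 0.944 with the block and 0.615 to 0.99995 without 1 mouse (turned without Car9-/- mouse 3 or 4 or wild-type mouse 1 or 3).

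The pancreas level difference, -1.37, was -0.54 without wild-type mice 4 and 6 together, -1.58 to -1.02 without 1 mouse, and lost its call without Car9-/- mouse 1 (-1.30), 2 (-1.37), 4 (-1.31) or 5 (-1.40). The adipose difference, -0.66, was -0.26 without these 2 mice (adjusted p = 0.343), -0.82 to -0.49 without 1 mouse, and passed without wild-type mouse 1 (-0.82) or 2 (-0.80). The squamous difference, 0.69, was 0.32 to 1.22, and -0.086 without these 2 mice.

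At the paper's filters, 106 probes were higher and 61 lower, and at 2.5-fold 16 and 25. The SD on the linear scale gave 52 higher, and 4 and 10 at 2.5-fold; with 466 probes kept there were 153 and 111, and 26 and 40; with 93 kept 50 and 22, and 3 and 7; and neqc gave 16 lower at 2.5-fold. Without 1 mouse there were 45 to 146 higher and 56 to 68 lower, and 12 to 21 and 19 to 30 at 2.5-fold. In males 1196 to 3286 probes were called without 1 mouse, in females 2 to 12, and 1 to 9 differed between the sexes.

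Signal over background limits the list of tested probes: 18141 to 20276 of 46643 probes were detected per array, and changes in dimmer genes would not be seen.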

Differences from the paper's values

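The counts here are of probes, while the paper speaks of genes and lists 132 probes in Additional file 1. Probes found here outside that file included ones with no gene name and second probes of listed genes, such as Rptn and Cdsn. At the paper's filters 106 probes were higher and 61 lower, against the paper's 86 and 46, and at 2.5-fold with p under 0.05 there were 16 and 25, against the paper's 14 and 21. None of these counts is more than 1.5 times the other, the mark used for a difference, and the fold changes stated in the paper's text had its direction and lay within 1 SD between mice on the log2 scale, the larger SD of the 2 genotypes.

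The paper describes its filter by an SD value of almost 3 without a scale; the SD at the filter here was 1.04 on the log2 scale, and since the unit is not known the 2 values cannot be set against each other.

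The paper's text gives Sprr1a, Cela2a and Pnlip among its significant genes. Here their log2 fold changes had the paper's direction, 1.72, -2.92 and -2.63, and adjusted p of 0.0624, 0.0930 and 0.101 from limma over all tested probes. Of the alternatives set beforehand, Sprr1a passed with median scaling (adjusted p = 0.0284), array weights (0.0426), the squamous covariate (0.0167) and without wild-type mouse 2 (0.0178), Cela2a passed without wild-type mouse 3 (0.0452), and Pnlip passed with array weights (0.0464). Cela2a also passed without wild-type mice 4 and 6 together (0.0444), a setting chosen after its values were seen. Of the 39 probes of Additional file 1 with the paper's p under 0.05, 30 passed here and 9 did not (Nccrp1, Sprr1a, Ivl, Sycn, Scd1, Chia, Cfd, Pnlip and Cela2a).

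The largest rise the paper gives is that of Cym. Here the unnamed probe 104060685 was at least 56.1-fold higher, above the 10.4-fold rise of Cym here, and it is not in Additional file 1.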

Other observations

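The test of genes near Car9 was chosen only after the result was seen, and the removal of Car9 from the carbonic anhydrases, alone and under each alternative, was added then; the gene lists were planned.

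Genes of cell proliferation rose in Car9-/- stomach: 14 of 19 tested genes rose and none fell (16 higher when adjusted over the list alone), with a median log2 fold change of 0.60 (adjusted p = 0.00189 from fry, 8.1e-11 from camera, adjusted p = 0.38 with an estimated correlation). Mcm5 and Mcm4, subunits of the replicative helicase, had log2 fold changes of 1.04 (standard error 0.13, adjusted p = 0.00203 from limma) and 0.63 (standard error 0.08, adjusted p = 0.00245). Mki67, a marker of cycling cells, had 1.21 (standard error 0.20, adjusted p = 0.00563), with -0.11 at a dimmer probe (adjusted p = 0.24), and Aurkb, a mitotic kinase, 0.82 (standard error 0.15, adjusted p = 0.00795). For each of these 4 genes, all 6 Car9-/- mice lay above all 6 wild-type mice. With the pancreas level as a covariate none of the 4 passed. The change was smaller and the standard error larger for Mcm5 (0.87, standard error 0.16, adjusted p = 0.0518 from limma) and Mcm4 (0.52, 0.10, 0.0552). Mainly the standard error was larger for Mki67 (1.11, 0.26, 0.0817) and Aurkb (0.84, 0.20, 0.0814). With neqc Aurkb had 1.31 and passed. With the replicate number as a block the list did not pass by fry (0.0675), nor Mki67 (0.0515). None of the 19 is in Additional file 1.

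Among 9 tested carbonic anhydrases, Car9 and Car4, a membrane-bound enzyme, fell and none rose (1 higher and 3 lower when adjusted over the list alone), and with Car9, the deleted gene, left out the list had an adjusted p of 0.0256 from fry and 0.383 from camera, and adjusted p = 0.59 with an estimated correlation. Without Car9 it passed by fry under 16 of 27 alternatives and did not under 11 (median scaling, no filter on dim probes, the replicate block, the pancreas or adipose covariate, and without Car9-/- mouse 1 or 5, wild-type mouse 2, 5 or 6, or wild-type mice 4 and 6 together; adjusted p up to 0.334). With Car9 in it, its fall is fixed by the deletion in part (1.8e-06 from fry, 0.0679 from camera, and adjusted p = 0.38 with an estimated correlation). Car4 had a log2 fold change of -0.87 (standard error 0.14, adjusted p = 0.00563 from limma), Car11 of -0.34 (adjusted p = 0.0578) and Car13 of 0.26 (adjusted p = 0.109). Car4 had -0.85 with the pancreas level as a covariate (standard error 0.19, adjusted p = 0.0733) and -1.34 with neqc, Car11 -0.18 with median scaling and Car13 0.15 with the pancreas level and 0.51 with median scaling, where it passed (0.0143), as it did with array weights (0.0485). Car11 passed with sex (0.0482), sex and age (0.0487) and array weights (0.0244), and without Car9-/- mouse 3 or 5 (0.0349 to 0.0365).

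Of 11 smooth muscle genes, Synm, an intermediate filament gene, fell (log2 fold change -0.68, standard error 0.18, adjusted p = 0.0340 from limma), none rose, and 7 were lower when adjusted over the list alone. Myh11, smooth muscle myosin, had -0.73 (adjusted p = 0.0513). The median was -0.52, with an adjusted p of 0.0587 from fry and 0.00161 from camera, and adjusted p = 0.59 with an estimated correlation. Synm did not pass with median scaling (-0.41, adjusted p = 0.0931), all probes tested (0.0557), the replicate block (0.0941), the pancreas level (-0.82, standard error 0.23, adjusted p = 0.114) or the adipose level (-0.84, standard error 0.21, adjusted p = 0.0584), while Myh11 passed with the intensity trend (0.0492), the squamous level (0.0280) and without wild-type mice 4 and 6 together (0.0468) and had -0.48 with median scaling, and the list passed by fry with the pancreas level (0.0355), the squamous level (0.0231), the probe with the lowest p (0.0439) and without these 2 mice (0.0298). Synm did not pass without Car9-/- mouse 1 or 4 or wild-type mouse 2, 5 or 6 (0.0558 to 0.0813), Myh11 passed without Car9-/- mouse 3 or wild-type mouse 4 (0.0375 to 0.0485), and the list passed by fry without Car9-/- mouse 2 or wild-type mouse 4 (0.0295 to 0.0451).

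Among 17 adipose genes, 3 fell and none rose (1 higher and 6 lower when adjusted over the list alone): Lpl, lipoprotein lipase (log2 fold change -1.15, standard error 0.22, adjusted p = 0.00929 from limma), Plin4, a lipid droplet protein (-0.96, adjusted p = 0.0243), and Acly, ATP citrate lyase (-0.22, adjusted p = 0.0312; 0.03 with median scaling). The median was -0.34, with an adjusted p of 0.0764 from fry, and the level differed by -0.66 (exact permutation test, two-sided, p = 0.0541, adjusted 0.0812); it was highest in wild-type mice 4 and 6 (1.07 and 1.16), the mice with the highest pancreas (2.43 and 2.24) and B cell (1.09 and 1.28) levels. Pparg, a fat cell regulator, had 0.62 (adjusted p = 0.0571). With the pancreas level as a covariate Lpl had -0.87 (standard error 0.26, adjusted p = 0.130), Plin4 -0.40 (0.18, 0.294) and Acly -0.15 (0.07, 0.321), and with the adipose level, of which they are a part, -1.01 (0.27, 0.0639), -0.50 (0.19, 0.160) and -0.19 (0.07, 0.170). When wild-type mice 4 and 6 were left out the level differed by -0.26, Plin4 had -0.62 and passed (0.0206), and Acly did not (0.139); Plin4 (0.0771) and Acly (0.106) did not pass with the replicate block, nor Acly with neqc (0.0757), while Pparg passed with median scaling (0.87, 0.0101), sex and age (0.0482), array weights (0.0151) and the squamous level (0.0414). Plin4 did not pass without Car9-/- mouse 1 (0.0561) or 4 (0.0581), nor Acly without Car9-/- mouse 1, 2, 3, 4 or 6 or wild-type mouse 2, 4, 5 or 6 (0.0523 to 0.0717), while Pparg passed without Car9-/- mouse 5 or wild-type mouse 3 (0.0234 to 0.0282).

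Intestinal genes moved both ways: of 12 tested, 4 rose and 2 fell (4 and 2 when adjusted over the list alone), with an adjusted p of 0.33 from fry in 1 direction and 5.5e-09 in either. The test in either direction passed for 19 of the 31 lists, so passing it is not particular to intestinal genes. Lgals4, a galectin, had a log2 fold change of 1.04 (adjusted p = 0.0100 from limma) and 1.13 at another probe (adjusted p = 0.00656), and Tff3, a trefoil peptide, -0.83 (adjusted p = 0.00587; detected on 3 Car9-/- arrays, -1.52 with neqc). Without wild-type mouse 3 the list passed by fry (0.0197). Reg3b, an antibacterial lectin, was detected on all Car9-/- arrays and no wild-type array, at least 1.84-fold higher (adjusted p = 0.00289), and Guca2a, guanylin, on 4 and on none, at least 1.01-fold higher (adjusted p = 0.00644). With the pancreas level as a covariate Lgals4 (0.86, standard error 0.26, adjusted p = 0.126), Tff3 (-0.61, 0.15, 0.0923), Reg3b (1.25, 0.23, 0.0549) and Guca2a (0.45, 0.09, 0.0558) did not pass, nor did Lgals4 with the replicate block (0.0544); Reg3b had a log2 fold change of 1.28 and 2.33 with neqc, and Guca2a of 0.41 and 0.80 with neqc. Of 3 salivary and lacrimal gland genes, Abpg fell (log2 fold change -1.87, standard error 0.31, adjusted p = 0.00563; 2 lower when adjusted over the list alone); the list had 0.0696 from camera, and adjusted p = 0.59 with an estimated correlation, and its adjusted p of 0.0256 from fry rose above 0.05 without Car9-/- mouse 3 (0.0557) or 4 (0.0600) or wild-type mouse 5 (0.0587) or 6 (0.0639), without wild-type mice 4 and 6 together (0.0861), and with median scaling (0.0541), the block (0.0864), the pancreas level (0.409) or the adipose level (0.248); Abpg had -1.59 with the pancreas level (standard error 0.39, adjusted p = 0.0893). Of the 8 other lists of cell types and functions, 0 passed in 1 direction by fry and 0 had an unadjusted p under 0.05; by camera 0 passed, and 1, immediate early and heat shock genes, had an unadjusted p under 0.05 (0.0415).

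A stretch of chromosome 4 carried along with the targeted allele is a candidate explanation for changes in neighbours of Car9. Of 63 tested genes among the 60 on either side, 13 were called, 3 higher and 10 lower, 20.6% against 13.1% of all placed genes. As many were called in a share of 0.0768 of 10035 windows elsewhere, and in 0.116 with Ccdc107 left out, so a carried stretch and an effect on Ccdc107 alone cannot be told apart from chance by these counts. Ccdc107, chosen after its values were seen, had a log2 fold change of -1.03 (standard error 0.11, adjusted p = 9.7e-04 from limma) and -0.61 at another probe (adjusted p = 0.00203), under every alternative run past the threshold at the first.

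The first component of the normalized signals held 37.1% of the variance and had a correlation of -0.954 with the squamous level across the 12 mice.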
